# The hypoxia response pathway promotes PEP carboxykinase and gluconeogenesis in *C. elegans*

**DOI:** 10.1038/s41467-022-33849-x

**Published:** 2022-10-18

**Authors:** Mehul Vora, Stephanie M. Pyonteck, Tatiana Popovitchenko, Tarmie L. Matlack, Aparna Prashar, Nanci S. Kane, John Favate, Premal Shah, Christopher Rongo

**Keywords:** Homeostasis, Gene regulation, Data integration, Respiration

## Abstract

Actively dividing cells, including some cancers, rely on aerobic glycolysis rather than oxidative phosphorylation to generate energy, a phenomenon termed the Warburg effect. Constitutive activation of the Hypoxia Inducible Factor (HIF-1), a transcription factor known for mediating an adaptive response to oxygen deprivation (hypoxia), is a hallmark of the Warburg effect. HIF-1 is thought to promote glycolysis and suppress oxidative phosphorylation. Here, we instead show that HIF-1 can promote gluconeogenesis. Using a multiomics approach, we reveal the genomic, transcriptomic, and metabolomic landscapes regulated by constitutively active HIF-1 in *C. elegans*. We use RNA-seq and ChIP-seq under aerobic conditions to analyze mutants lacking EGL-9, a key negative regulator of HIF-1. We integrate these approaches to identify over two hundred genes directly and functionally upregulated by HIF-1, including the PEP carboxykinase PCK-1, a rate-limiting mediator of gluconeogenesis. This activation of PCK-1 by HIF-1 promotes survival in response to both oxidative and hypoxic stress. Our work identifies functional direct targets of HIF-1 in vivo, comprehensively describing the metabolome induced by HIF-1 activation in an organism.

## Abstract (web summary)

The hypoxia response pathway can counter pathological damage caused by low oxygen availability. Here the authors employ a multiomics approach to show how the pathway reprograms metabolism towards gluconeogenesis to combat oxidative stress.

## Introduction

Hypoxia (oxygen deprivation) plays a central role in diverse human diseases, including ischemic stroke, myocardial infarction, pulmonary hypertension, cerebral palsy, COVID-19, and cancer. In addition to reducing energy (ATP) production by impairing Oxidative Phosphorylation (OXPHOS), hypoxia and subsequent reoxygenation also create oxidative stress by generating toxic Reactive Oxygen Species (ROS). In disorders involving acute hypoxia, both energy deprivation and oxidative stress contribute to tissue damage^1,2^.

Metazoans respond to hypoxia using a conserved response pathway. Under aerobic (normoxic) conditions, a prolyl hydroxylase senses oxygen and uses it to covalently modify and negatively regulate hypoxia-inducible factor (HIFα), the transcriptional effector^3^ of the pathway (Fig. 1a). When hypoxia ensues, the prolyl hydroxylase is inhibited due to lack of oxygen, resulting in the disinhibition of HIFα. HIFα becomes stable, dimerizes with HIFβ, and binds to sites throughout the genome to regulate the transcription of specific target genes. Activation of HIF minimizes damage from acute hypoxia; however, long-term adaptations and tissue remodeling triggered by the hypoxia response pathway itself can be detrimental^4,5^.

**Fig. 1:**
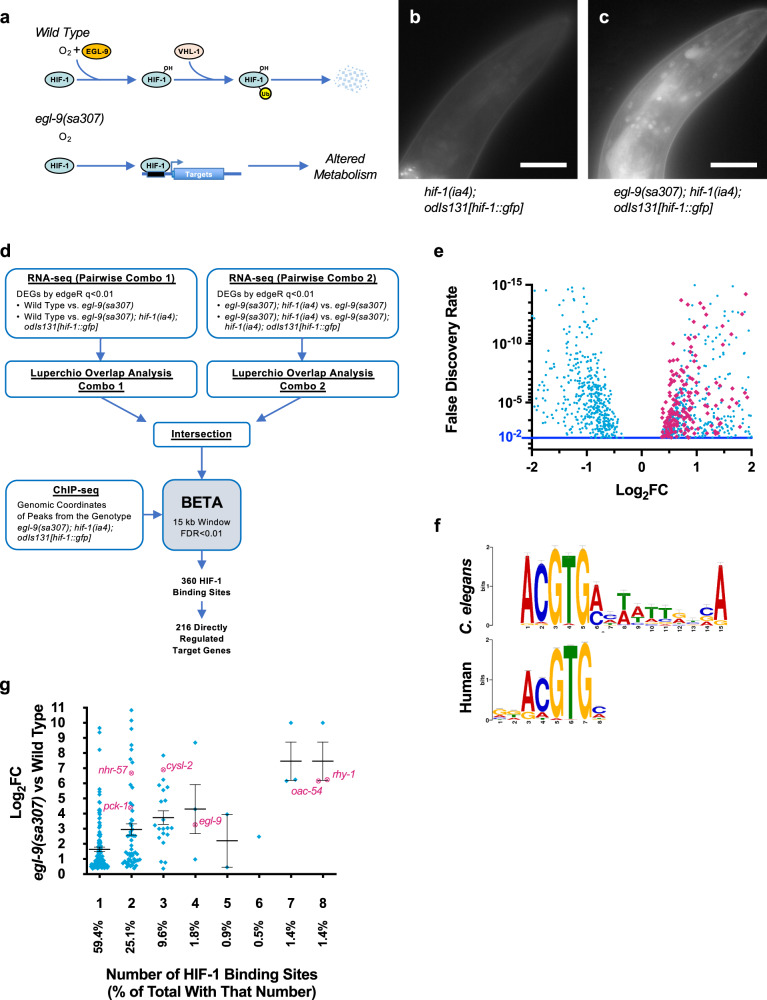
Identifying genes directly regulated by HIF-1. **a** Diagram of the hypoxia response pathway in *C. elegans*. HIF-1 is hydroxylated by EGL-9, ubiquitinated by VHL-1, and degraded by the proteasome. In *egl-9(sa307)* mutants, HIF-1 remains stable and regulates the transcription of target genes whose expression alters metabolism. **b**, **c** HIF-1::GFP fluorescence in the indicated genotypes under normoxia. Scale bar indicates 30 microns. Similar results were obtained in three independent trials. **d** Strategy for integrating HIF-1 ChIP-seq and RNA-seq data to identify directly regulated targets. **e** Volcano plot of RNA-seq FDR values versus log_2_ fold-change expression for individual genes (blue squares) in *egl-9* mutants relative to wild type. The direct targets identified by BETA are indicated with magenta diamonds. **f** Consensus HRE sequences identified by MEME-suite in humans and enriched in the *C. elegans* ChIP-seq sequences identified by BETA. **g** Graph of log_2_ fold change in expression for individual genes in *egl-9* mutants relative to wild type versus the number of HIF-1 binding sites for those genes identified by ChIP-seq. Target genes mentioned in the text are circled and labeled magenta. *N* = 216 total sites. Error bars indicate mean ± SEM.

HIF offsets hypoxic damage by regulating multiple physiological processes. HIF upregulates enzymes that mediate glucose uptake and glycolysis, as well as pyruvate dehydrogenase kinase, a negative regulator of metabolite entry into the tricarboxylic acid (TCA) cycle^6^. HIF inhibits OXPHOS by altering subunit composition in the electron transport chain (ETC) and by reducing mitochondrial number^7,8^. The resulting metabolic switch optimizes cells for generating ATP under anaerobic conditions. In certain scenarios (e.g., cancer, dividing stem cells, activated T lymphocytes, endometrial decidualization, and presumably patients receiving prolyl hydroxylase inhibitors to treat anemia), HIF activates this switch and promotes glycolysis despite aerobic conditions (i.e., the Warburg effect)^6,9–19^. HIF also regulates target genes like EPO and VEGF, which developmentally remodel oxygen delivery^20,21^. We are only just beginning to discover the complete list of HIF targets, determine which of these targets are direct versus indirect, and demonstrate which are relevant in vivo.

Much of our understanding of the hypoxia response has come from studies of cultured cells^22–25^. Here we characterize the adaptive response induced by HIF activation in vivo by using the genetic model system *C. elegans*. These nematodes employ single orthologs of the conserved hypoxia response pathway (the prolyl hydroxylase ortholog EGL-9 and the HIFα ortholog HIF-1), with viable null mutants in *hif-1* and *egl-9* showing altered sensitivity to hypoxic stress^3,26–32^. In addition to regulating survival under hypoxia, the hypoxia response pathway in *C. elegans* also regulates behavior, glutamate receptor trafficking in neurons, mitochondrial dynamics, the egg-laying circuit, and lifespan^27–31,33–38^. HIF-1 is constitutively active in *egl-9(sa307)* mutants, which we use here in an integrated genomic, transcriptomic, and metabolomic approach to obtain a holistic and functional description of HIF activation in an intact animal. Whereas the role of HIF in promoting glycolysis is well appreciated, we find that HIF-1 also promotes gluconeogenesis and the generation of antioxidants through the activation of the PCK-1 PEP carboxykinase. HIF-1, working through PCK-1, promotes survival in response to both oxidative and hypoxic stress. Our work identifies direct functional targets of HIF-1 in vivo, comprehensively describing the metabolome induced by HIF-1 activation in an organism.

## Results

### Identifying direct HIF-1 targets

To identify sites in the genome bound by HIF-1, we created and introduced an *odIs131[hif-1::gfp]* transgene expressing chimeric HIF-1::GFP into *hif-1(ia4)* null mutants and found that it is expressed at levels similar to that of endogenous *hif-1* (Supplementary Fig. 1a–e). Using an *egl-9* null mutant background to activate HIF-1 under aerobic conditions (Fig. 1a), we observed little fluorescence from *hif-1(ia4); odIs131[hif-1::gfp]* animals (Fig. 1b), but clear nuclear HIF-1::GFP fluorescence in essentially all tissues in *egl-9* mutants (Fig. 1c). Moreover, *odIs131[hif-1::gfp]* substituted for endogenous *hif-1* in multiple mutant phenotypes (Supplementary Fig. 1f–i)^28,29,33–35^, providing a functional tool to identify genomic binding sites under physiological conditions.

To identify genes directly regulated by HIF-1, we performed ChIP-seq on L4-stage (pre-fertile) *egl-9(sa307); hif-1(ia4); odIs131[hif-1::gfp]* animals using anti-GFP antibodies and high-throughput sequencing. We identified 604 sequencing read peaks corresponding to HIF-1::GFP binding sites (Supplementary Data 1), most of which fell within 500 base pairs (bps) of a nearby gene and were enriched for the human hypoxia response element (HRE, Supplementary Fig. 2a–c)^21,39^.

The nearest gene to a ChIP-seq peak is not always the direct target regulated by the associated transcription factor binding site. We therefore performed RNA-seq to analyze differential gene expression due to HIF-1 activation, using these data to identify HIF-1-regulated genes near HIF-1 binding sites. We examined transcriptomes of L4-stage animals in four distinct pairwise combinations of genotypes in which HIF-1 is active versus inactive, considering two experimental comparisons that would be enriched for HIF-1-regulated differentially expressed genes (DEGs): *egl-9* mutants (active HIF-1) vs. wild-type (inactive HIF-1), and *egl-9* mutants (active HIF-1) vs. *egl-9 hif-1* double mutants (inactive HIF-1) (Fig. 1d and Supplementary Fig. 3a, b). 

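Messenger RNA was sequenced from synchronized L4-stage animals grown in air at 20 °C, with 4 libraries per genotype from separate biological replicates. The genotypes compared were wild type, *egl-9(sa307)*, *egl-9(sa307); hif-1(ia4)*, and *egl-9(sa307); hif-1(ia4)* carrying the *odIs131[hif-1::gfp]* transgene (strain OR3350). EGL-9 is the prolyl hydroxylase that marks HIF-1 for degradation when oxygen is present, so HIF-1 is active in *egl-9* mutants in air. The 4 libraries of *hif-1(ia4)* single mutants enter none of the comparisons used here. By the paper's methods, the libraries were poly(A)-selected, with single-end reads of 50 nucleotides and 38 to 58 M reads each, of which 88 to 91% aligned. The authors mapped the reads to genome release WS245, counted them per gene with STAR 2.5.1a, and fitted a generalized linear model with tagwise dispersions in edgeR. The values used here come from the authors' deposited tables of 4 pairwise comparisons over 27375 genes, which give log2 fold changes, mean log2 CPM, likelihood ratio statistics, p-values and FDR. Values per library were not used here, so depth and spread are not given for single libraries. Genes were called at an FDR under 0.01, the threshold of the paper, and the sign of the log2 fold change gave the direction. An approximate standard error was taken as the size of the log2 fold change divided by the square root of its likelihood ratio statistic. Gene lists fixed before the deposited tables were examined were tested with cameraPR of limma on the signed square root of that statistic, two-sided and with Benjamini-Hochberg adjustment over lists and comparisons. Values of the paper's direct HIF-1 targets in *egl-9* against wild type had by then been seen in its supplement. The inter-gene correlation was preset to 0.01, because none could be estimated without values per library, and 0.05 was run beside it. As a check of the genotypes, the *hif-1* transcript in the authors' deposited table was 2.11 higher on the log2 scale in *egl-9* than in *egl-9 hif-1* (FDR 1.2e-73, edgeR), and 1.68 higher in OR3350 than in *egl-9 hif-1* (FDR 3.5e-47). Between *egl-9* and wild type, its log2 fold change in the authors' deposited table was -0.24 (FDR 0.096), and between OR3350 and wild type it was -0.67 (FDR 5.7e-08). The transcript of *unc-119*, which is mutant in the strains from which the transgene was crossed, had a log2 fold change of -1.72 in OR3350 against wild type in the authors' deposited table (FDR 1.7e-18, edgeR) and of -0.30 in *egl-9* against wild type (FDR 0.17).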

For each of these two experimental comparisons, we took advantage of the *odIs131[hif-1::gfp]* transgene, which rescues *hif-1* mutants, to provide an additional experimental dataset that reduced unrelated genetic background effects. Our pairwise approach ensures that the intersection of the comparisons contain high-stringency HIF-1-regulated genes (Supplementary Fig. 3c, d and Supplementary Data 2).

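More genes changed between *egl-9* mutants and wild type than in any other of the 4 comparisons. At the authors' FDR under 0.01 (edgeR), the authors' deposited tables hold 2686 genes that were higher and 2634 that were lower in *egl-9* mutants than in wild type. Against *egl-9 hif-1* double mutants, 1525 genes were higher and 1146 lower in *egl-9* mutants. In OR3350, 1387 genes were higher and 2009 lower than in wild type, and 1565 were higher and 1707 lower than in *egl-9 hif-1*. Intersecting these calls gave 506 genes that rose with active HIF-1 in all 4 comparisons and 387 that fell in all 4. Supplementary Data 2 lists the same 506 genes and 386 of the 387. The median log2 fold change between *egl-9* and wild type was 1.88 for the 506 genes (3.68-fold) and -0.98 for the 387 genes. Of the 506 genes, 470 are protein-coding, 16 are piRNA loci and 15 are pseudogenes, and of the 387 genes, 345 are protein-coding and 32 are pseudogenes. Among genes called in all 4 comparisons with a mean log2 CPM of at least 1, the largest rises in *egl-9* over wild type in the authors' deposited table included those of *nspe-3* (log2 fold change 10.83, FDR 2.4e-143), *gst-19*, which encodes a glutathione S-transferase (10.16, FDR listed as 0), the collagen gene *col-78* (9.99, FDR 1.9e-109) and *spp-9*, which encodes a saposin-like protein (9.37, FDR 3.8e-28). *C14C6.6* (9.03), *gmd-2* (8.61), *K06H6.1* (8.57), *nspe-6* (8.53), *B0462.4* (8.52) and *C14C6.8* (8.41) complete the 10 largest rises on the log2 scale in the authors' deposited table within that limit. Within the same limit, the largest falls in the authors' deposited table were those of *R11D1.3* (-7.72, FDR 9.6e-111), *F35F10.5* (-7.27), *T20D4.11* (-6.76), *T20D4.10* (-6.66) and *D1014.6* (-6.62, FDR 1.3e-13). They were followed in the authors' deposited table by *pud-3* (-4.76), *C12D5.9* (-4.75), *thn-2* (-4.58), *T28A11.2* (-3.87) and the inositol transporter gene *hmit-1.1* (-3.50), on the log2 scale. Between *egl-9* and wild type alone, 1054 genes rose and 1079 fell without a call in the same direction in any other comparison, and 504 rose and 461 fell in both comparisons with wild type but in neither comparison with *egl-9 hif-1*. In a separate count that overlaps these groups, 242 genes were called in opposite directions in at least 1 pair of comparisons. If the 4 lists were independent, 0.433 genes would be higher and 0.505 lower in all 4. The comparisons share genotypes, so the fold changes correlate without any effect: over 14035 genes with a mean log2 CPM of at least 0, r between the comparisons with wild type was 0.870, against 0.501 simulated for unchanged groups, and the covariance was 0.658 against 0.0267. For *egl-9* against wild type and OR3350 against *egl-9 hif-1*, which share no genotype, r across genes was 0.369 (6.0e-04 simulated), and for the other such pair, *egl-9* against *egl-9 hif-1* and OR3350 against wild type, it was 0.701 (0.0014 simulated); the controls could not be split here, so the part of the overlap that comes from a common genotype was not separated. From the requirement that a gene pass in all of these comparisons, the paper reasons that their intersection holds genes regulated by HIF-1 at high stringency.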

One shortcoming of determining DEGs from the intersection (overlap) of separate analyses is that the reliance on the arbitrary threshold for each analysis can lead to an underestimation of the size of the overlap. We therefore used Luperchio Overlap Analysis (LOA)^40^ to identify DEGs, using evidence of potential DEGs in the pairwise comparison lacking the *odIs131* transgene to inform the state of those potential DEGs in the pairwise comparison containing the transgene (Fig. 1d). 

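Testing the OR3350 comparisons only within the genes already called in *egl-9* mutants enlarged the set of genes that changed with active HIF-1 in both combinations. The procedure was rebuilt here from its description, with Benjamini-Hochberg adjustment at an FDR under 0.01 within the first calls and the same direction required. Combination 1, against wild type, held 1496 genes that rose and 1532 that fell. Combination 2, against *egl-9 hif-1*, held 997 genes that rose and 745 that fell. Both combinations together held 615 genes that rose and 458 that fell, which includes every gene of the 4-way intersection and adds 109 that rose and 71 that fell. Of the 213 direct targets from BETA matched to the tables, 165 are among the genes that rose in both combinations, 0 among those that fell and 48 in neither, so the rebuilt set differs from the one the paper gave to BETA. Glycolytic *tpi-1*, which encodes triosephosphate isomerase, is among them, whereas *fbp-1*, which encodes fructose-1,6-bisphosphatase, did not pass in OR3350 against wild type (log2 fold change 0.26 in the authors' deposited table, FDR 0.15, edgeR).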

We reasoned that the highest confidence HIF-1-regulated DEGs would be enriched in the intersection of *egl-9* mutants compared to wild type (LOA Combo 1) and in *egl-9* mutants compared to *egl-9 hif-1* double mutants (LOA Combo 2). 

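Peaks of HIF-1::GFP lay more often near genes that rose in all 4 comparisons than near genes that were never called. Of 504 placed genes that rose, 144 (28.6%) had the centre of a peak within 15 kb of the gene start on WBcel235, against 14.4% of uncalled genes (odds ratio 2.38, Fisher's exact test, two-sided, p = 5.4e-16). Of 380 placed genes that fell in all 4, 48 (12.6%) had such a peak (odds ratio 0.861, 95% interval 0.635 to 1.17, p = 0.375 by the same exact test). Within 2 kb, 12.3% of the genes that rose and 1.05% of those that fell had a peak, against 3.39% of uncalled genes, with exact p = 2.6e-17 and p = 0.0086. In Supplementary Data 3, peaks and target genes form 352 distinct pairs, and these hold 205 distinct peaks, since 74 peaks are listed for at least 2 genes and 1 peak for 10. The other 397 listed peaks are tied to no direct target. The peak centre lay a median of 3666.5 bp from the start of its target gene, and within 2 kb for 31.2% of the pairs. The distal cases include genes that share a peak with a neighbour, for which the list does not tell which gene is bound.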

We analyzed the resulting list of DEGs with BETA software^41^, which infers direct target genes by integrating DEGs and ChIP-seq data, to identify 216 differentially expressed direct target genes for 360 nearby HIF-1 ChIP-seq binding sites (Fig. 1d and Supplementary Data 3). Every identified direct target was exclusively upregulated when HIF-1 was active, consistent with a transcriptional activator (Fig. 1e). 

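The direct targets rose in *egl-9* mutants whichever genotype without active HIF-1 they were compared with. All 213 direct targets that could be matched to the authors' deposited tables were called up between *egl-9* and wild type, with a median log2 fold change of 1.36 (2.57-fold, quartiles 0.73 and 3.12). Between *egl-9* and *egl-9 hif-1*, 212 of them were called up, with a median of 1.42. The exception was *F21C10.10*, singled out after its values were seen, at a log2 fold change of 0.86 against wild type (FDR 3.3e-05, edgeR) and of -0.76 against *egl-9 hif-1* (FDR 5.3e-04) in the authors' deposited table. Its values for OR3350 in the authors' deposited table were 0.43 against wild type (FDR 0.093) and -1.19 against *egl-9 hif-1* (FDR 6.9e-09). With the transgene in place of the endogenous gene, 161 targets were called up against wild type (186 when adjusted over the list alone) and 163 against *egl-9 hif-1* (189 when adjusted over the list alone). Of the matched targets, 143 (67.1%) were called up in all 4 comparisons. The rise was mostly smaller in OR3350: 82.2% of targets had a lower log2 fold change than *egl-9* against wild type, and a line through 0 had a slope of 0.853. The same slope for the comparisons with *egl-9 hif-1* was 0.863. It is no separate comparison, because both slopes rest on the same difference between OR3350 and *egl-9*. Since all matched targets were called up in *egl-9* against wild type and 161 in OR3350, the list may favour genes with a large rise in *egl-9*. Among the 506 genes that rose in all 4 comparisons, 67.4% had a smaller log2 fold change in OR3350. The list was chosen by the authors on these same libraries, so its direction is not independent evidence. The paper describes the single direction of change as what a transcriptional activator would give.

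**Figure D1:**
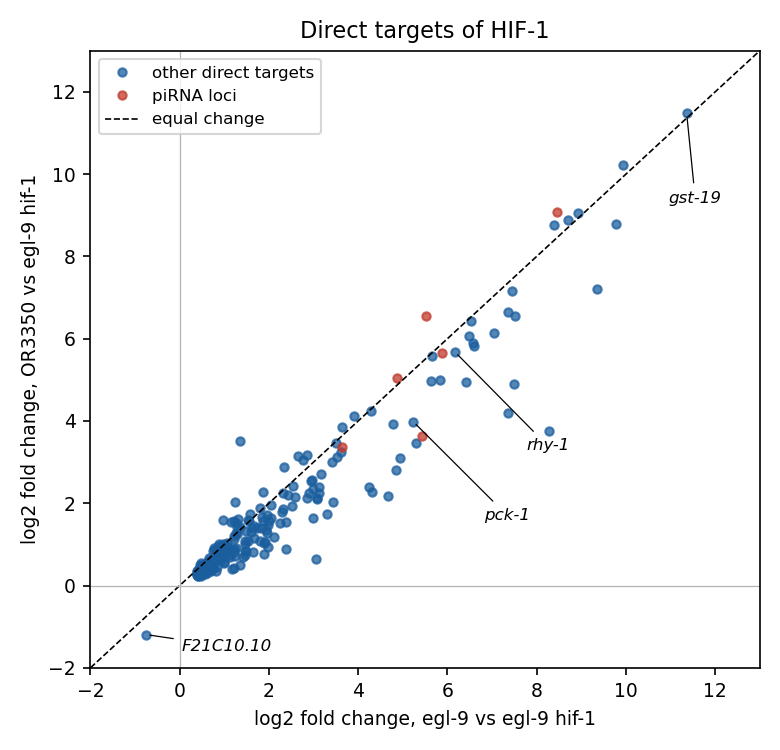
Log2 fold change of each matched direct target in *egl-9* against *egl-9 hif-1* (x axis) and in OR3350 against *egl-9 hif-1* (y axis), with piRNA loci in red and the dashed line at equal change. Most points lie below the dashed line, and *F21C10.10* is below 0 on both axes.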

Direct targets were enriched for HRE sequences (Fig. 1f). 

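Genes known as HIF-1 targets from earlier work rose wherever HIF-1 was active. Their list was fixed before the deposited tables were examined. Values of the direct targets in *egl-9* against wild type had by then been seen in the paper's supplement. All 7 genes on the list (*rhy-1*, *egl-9*, *nhr-57*, *phy-2*, *cysl-2*, *F22B5.4* and *efk-1*) were called up in each of the 4 comparisons, also when adjusted over the list alone, and all 7 are direct targets. Their median log2 fold change was 4.76 between *egl-9* and wild type (cameraPR adjusted p = 4.8e-91) and 4.66 between *egl-9* and *egl-9 hif-1* (adjusted p = 6.7e-122). The nuclear hormone receptor gene *nhr-57* rose by 6.68 on the log2 scale in *egl-9* against wild type in the authors' deposited table (FDR 5.3e-143, edgeR) and by 6.26 in OR3350 (FDR 8.0e-130). For *phy-2*, which encodes a catalytic subunit of collagen prolyl 4-hydroxylase, the authors' deposited table gives 4.73 in *egl-9* (FDR 1.1e-117) and 2.90 in OR3350 (FDR 1.7e-51), both against wild type. *F22B5.4* was at 4.76 in *egl-9* (FDR 4.1e-165) and 2.29 in OR3350 (FDR 2.3e-44) in the authors' deposited table. The elongation factor 2 kinase gene *efk-1* rose by 1.42 in *egl-9* (FDR 9.2e-25) and by 0.96 in OR3350 (FDR 2.8e-11) in the authors' deposited table. The difference between OR3350 and *egl-9*, taken from the deposited fold changes with an approximate z test, was -2.48 for *F22B5.4* (adjusted p = 1.0e-47), -1.84 for *phy-2* (8.3e-19) and -0.42 for *nhr-57* (0.42).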

We identified genes whose expression was previously shown to be regulated by HIF-1^28,29,33,34^, further validating our approach (Fig. 1g). 

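Direct targets with more HIF-1 peaks tended to have larger rises in *egl-9* mutants, with wide spread within each class. Of the 216 direct targets, 130 (60.2%) are listed with 1 distinct peak, 55 with 2 and 21 with 3. The median log2 fold change between *egl-9* and wild type was 0.95 over the 127 matched targets with 1 peak, 1.64 over those with 2 and 3.05 over those with 3. *col-78* and *oac-54* (6 peaks each) rose by 9.99 and 6.16 on the log2 scale in the authors' deposited table, whereas *uev-3* (5 peaks), singled out after its values were seen, rose by 0.46 (all called up, edgeR FDR under 0.01). Across the matched targets, Spearman's rho between peak number and log2 fold change was 0.395 and Pearson's r was 0.395, each with a permutation p of 1e-05, two-sided, the smallest that 100000 permutations can give, and with the same adjusted p over the relations tested. Genes are not independent replicates, and several neighbouring targets share a peak.

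**Figure D2:**
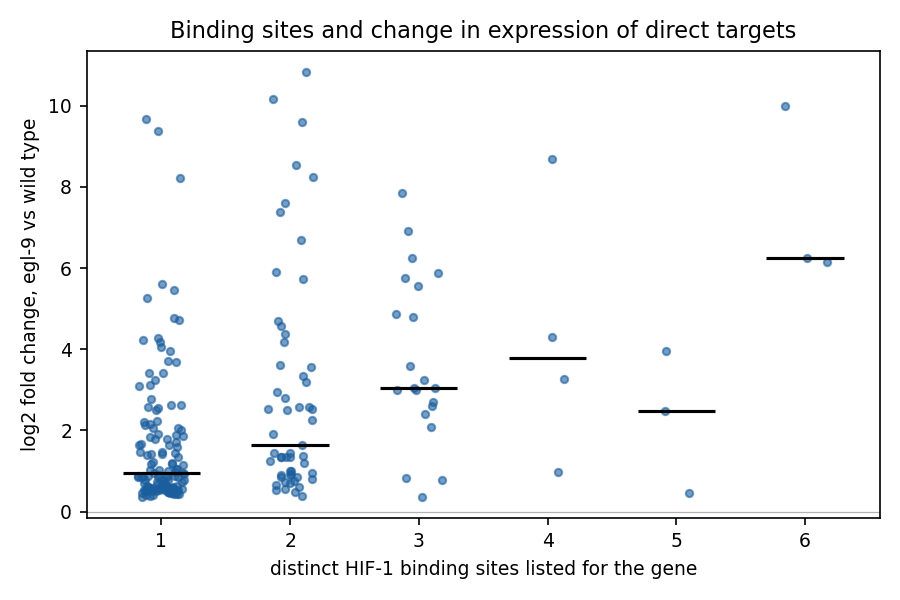
Log2 fold change in *egl-9* against wild type (y axis) of each matched direct target by its number of distinct HIF-1 peaks (x axis), 1 point per gene and a line at each median. Targets with 1 peak have a median of 0.95 and those with 3 peaks a median of 3.05, and the ranges of the classes overlap.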

More than half (59%) of the HIF-1 targets were associated with a single binding site, and the magnitude of expression loosely correlated with their number of binding sites (Fig. 1g). 

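Transcripts of the genes that restrain HIF-1, *rhy-1* and *egl-9*, were higher wherever HIF-1 was active. *rhy-1*, which encodes a membrane protein that acts upstream of EGL-9, lies on chromosome II from 9161379 to 9163448 (WBcel235) and has 6 distinct peaks. In the authors' deposited table its log2 fold change was 6.24 in *egl-9* against wild type (75.7-fold, FDR 2.3e-81, edgeR) and 6.16 against *egl-9 hif-1* (FDR 3.6e-80). In OR3350 the authors' deposited table gives 5.76 against wild type (FDR 3.8e-72) and 5.68 against *egl-9 hif-1* (FDR 5.7e-71) for *rhy-1*. *egl-9* lies on chromosome V from 10468517 to 10476915 and has 4 distinct peaks. Its transcript in *egl-9(sa307)* was 3.27 above wild type on the log2 scale in the authors' deposited table (9.62-fold, FDR 4.4e-120) and 3.08 above *egl-9 hif-1* (FDR 4.1e-110). In OR3350 the *egl-9* transcript rose by 2.31 over wild type (FDR 2.3e-63) and by 2.12 over *egl-9 hif-1* (FDR 4.1e-55) in the authors' deposited table. Between *egl-9 hif-1* and wild type, a difference computed here from these values, *rhy-1* was at 0.08 (adjusted p listed as 1, approximate z test) and *egl-9* at 0.19 (adjusted p = 0.43). Reads of a mutant allele count toward its gene, so the level of the *egl-9* transcript does not show the level of functional EGL-9.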

Two key negative regulators of HIF-1 (*rhy-1* and *egl-9*)^28^ contained some of the highest numbers of HIF-1 binding sites and were dramatically upregulated by HIF-1, indicating a strong negative feedback loop as part of the response (Supplementary Fig. 3e).

### Characterizing HIF-1 binding sites

To determine if the HIF-1 binding sites for these targets were functional, we generated fluorescent Venus transcriptional reporter transgenes (Fig. 2a and Supplementary Fig. 4a) for one novel target, *pck-1* (PEP carboxykinase) and one established target, *rhy-1*. Elevated levels of Venus fluorescence were observed from the transgenes in *egl-9* mutants, in which HIF-1 is active, compared to wild type and *egl-9; hif-1* double mutants, in which HIF-1 is inactive (Fig. 2b–g and Supplementary Fig. 4b). Transgenes in which either the complete sequence encoding the HIF-1 ChIP-seq peak was removed (ΔPeak), the 6-bp core HRE in the peak was deleted (ΔHRE), or only a minimal promoter sequence was present gave reduced reporter expression compared to that of the wild-type promoter (Fig. 2h and Supplementary Fig. 4b), showing that HREs are required in vivo for HIF-1 to regulate target gene expression.

**Fig. 2:**
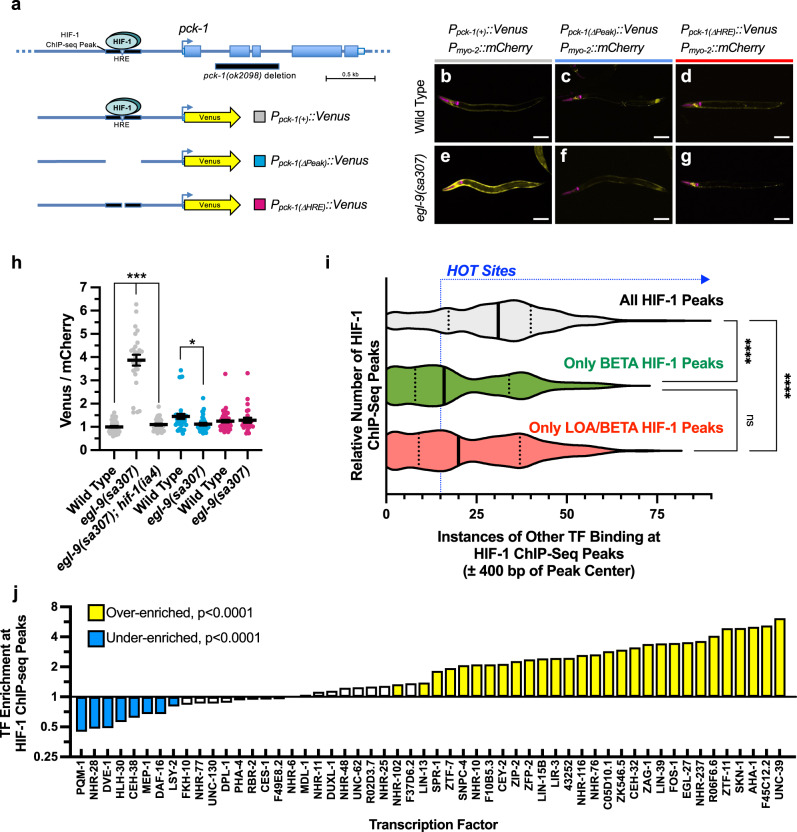
Characterizing HIF-1 binding sites. **a** Diagram of the *pck-1* locus and the different promoters used to drive Venus expression. The oval indicates HIF-1, and the black line beneath it indicates the HIF-1 binding site identified by ChIP-seq. The inverted triangle indicates the site of the HRE motif. Arrows indicate the TSS. Boxes indicate exons. The yellow arrow indicates sequences encoding the fluorescent Venus reporter. The black bar under the gene indicates sequences removed in the *pck-1(ok2098)* deletion. **b**–**g** Fluorescence images of animals expressing the transgenes indicated above the images and with the indicated genotype (wild-type, top row; *egl-9* mutant, bottom row) under normoxic conditions. Venus fluorescence is indicated in yellow. Fluorescence from mCherry, used as an internal control in which fluorescence is not expected to change as it is not regulated by HIF-1, is magenta. Scale bar indicates 100 microns. Similar results were obtained in three independent trials. **h** Graph of Venus/mCherry fluorescence ratios for the indicated genotype under normoxic conditions. Dot color indicates a specific reporter as per panel (**a**) Error bars indicate mean ± SEM. ***P < 0.001, *P < 0.05 ANOVA/Bonferroni Multiple Comparison two-sided test for the indicated comparisons. *N* = 267 total animals (25–51/column). **i** Violin plot of histogram counting the number of HIF-1-binding sites (ChIP-seq peaks) against the number of other transcription factors (TFs) known to bind to each site’s region of the genome (within 400 bps). The top violin plot indicates all HIF-1 binding sites, whereas the middle (green) and bottom (red) violin plots indicate only the functional HIF-1 binding sites identified by BETA alone or the combined LOA and BETA approaches, respectively. The solid line indicates median, whereas dotted lines indicate quartiles. HOT sites (peaks near the binding site of 15 or more other transcription factors) are indicated by the blue dotted line. ****P < 0.0001, *P < 0.05 ANOVA/Kruskal–Wallis Multiple Comparison two-sided test for the indicated comparisons. **j** Graph of the fold change in enrichment (log2) of each indicated transcription factor bound within 400 bps of a HIF-1 binding site (ChIP-seq peak center). TFs with overrepresented or underrepresented binding near HIF-1 sites compared to chance (*P* < 0.0001 via a one-sided Bootstrap test adjusted for multiple comparisons via Benjamini–Hochberg using FDR values based on 1 × 10^5^ bootstrapped datasets) are highlighted in yellow or cyan, respectively. TF data are from the modERN/ModENCODE consortium.

The ModENCODE/ModERN consortium previously identified High Occupancy Target (HOT) sites where occupancy by multiple (>15) transcription factors occurs; this phenomenon is possibly due to HOT sites being “sticky” regions of the genome that lead to false signals within ChIP-seq data^42,43^. We surveyed the known binding sites of all transcription factors within the ModENCODE/ModERN database for overlap with HIF-1 sites. An examination of all 604 HIF-1 binding sites revealed most to be in or near known HOT sites (Supplementary Fig. 4c), with little differential regulation observed in nearest neighbor genes (Supplementary Fig. 5a). By contrast, only about half of the functional HIF-1 sites identified using LOA and BETA were at HOT sites (Supplementary Fig. 4c), and those genes associated with the remaining HOT sites showed HIF-1-dependent changes in gene expression, suggesting they are functional (Supplementary Fig. 5b–e). Violin histograms (Fig. 2i) showed that the use of LOA, BETA, and stringent RNA-seq data to identify targets regulated by HIF-1 sites resulted in an increase in target calling accuracy, with a shift from HOT sites to low occupancy sites (<5 other factors bound), even with just the use of BETA alone. AHA-1 binding sites were enriched near HIF-1 sites (Fig. 2j), as expected for a HIF-1 dimerization partner^3^. Sites bound by SKN-1, the *C. elegans* Nrf2 ortholog that promotes an antioxidant response^44^, were also enriched, suggesting shared targets between the hypoxia and antioxidant responses. By contrast, sites bound by PQM-1, a zinc finger transcriptional antagonist of DAF-16/FOXO, were underrepresented near HIF-1 sites, consistent with the increased hypoxia survival observed in *pqm-1* mutants^45^. Finally, the use of LOA and BETA allowed the identification of regulatory sites acting distal from the TSS of regulated target genes (Supplementary Fig. 2a, b).

### HIF-1 reprograms metabolism

For the 216 direct targets upregulated by HIF-1, GO terms for glycolysis, gluconeogenesis, amino acid metabolism, sulfur oxidation, fatty acid beta-oxidation, and oxidation-reduction metabolism showed enrichment (Table 1), suggesting that HIF-1 reprograms metabolism by directly binding to the promoters of key metabolic pathway enzymes. 

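Of the gene lists fixed before the deposited tables were examined, some for carbohydrate and sulfur metabolism held more direct targets than other genes of the tables did. The list of fatty acid beta-oxidation used here held none. The direct targets had been seen in the paper's supplement before the lists were fixed. Of 11 genes for the steps shared by glycolysis and gluconeogenesis, 7 are direct targets (Fisher's exact test against all genes of the tables, two-sided, adjusted p = 9.8e-12 over 39 lists). The list of serine, cysteine and glutathione synthesis has 6 direct targets among 15 genes (exact adjusted p = 9.5e-09), and that of hydrogen sulfide and cyanide detoxification 6 among 11 (exact adjusted p = 1.2e-09), with *cysl-1* and *cysl-2* on both lists. For steps specific to gluconeogenesis the direct targets are *pck-1* and *fbp-1* of 5 genes (exact adjusted p = 0.0033), and for the TCA cycle they are *sdha-1*, *sdhd-1* and *mdh-1* of 30 (0.0079). The glyoxylate cycle and malate/lactate list has *mdh-1* and *ldh-1* of 4 genes (exact adjusted p = 0.0023), and the specific steps of glycolysis have 1 of 7 (exact adjusted p = 0.138). No direct target was found among 42 genes of fatty acid beta-oxidation (exact p and adjusted p of 1), 18 of fatty acid synthesis and desaturation, or 7 of the pentose phosphate pathway. The beta-oxidation list is not the annotation used in the paper, which reports enrichment of this process among its direct targets, so the 2 results do not bear on each other directly. It had 14 members up and 6 down between *egl-9* and wild type (14 and 7 when adjusted over the list alone, cameraPR adjusted p = 0.290). Between *egl-9* and *egl-9 hif-1*, 2 of its genes were up and 2 down. One of them, *ech-9*, which encodes an enoyl-CoA hydratase family enzyme, rose in all 4 comparisons, by 3.95 on the log2 scale in *egl-9* against wild type in the authors' deposited table (FDR 6.1e-27, edgeR). The 506 genes that rose in all 4 comparisons include 143 of the matched direct targets. Against these 506 genes, the exact adjusted p was 0.060 for the shared steps (6 of 8) and 0.0061 for sulfide detoxification. It was also 0.0061 for serine, cysteine and glutathione synthesis, whose direct targets do not include the glutathione synthesis genes *gcs-1* and *gss-1*. On that background every member is a direct target for the TCA cycle (2 of 2), the glyoxylate list (2 of 2) and gluconeogenesis (1 of 1), too few for the test to pass.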

We obtained metabolomic profiles to determine if the transcriptionally upregulated pathways were more populated with metabolites from those pathways when HIF-1 was active under aerobic conditions compared to when it was not active. We observed differences (*P* < 0.05) in the levels for 175 metabolites, with HIF-1 activation resulting in elevated levels of various amino acids, carbohydrates, lipids, and nucleotides, suggesting changes in multiple metabolic pathways (Fig. 3a and Supplementary Data 4).

**Table 1:** Gene ontology of 216 targets directly upregulated by HIF-1

Process	Number of genes	Fold enrichment	FDR
**Glucose metabolism**	11	30.6	5.6 × 10^−10^
Glycolysis	7	31.8	2.8 × 10^−06^
Gluconeogenesis	10	41.7	9.9 × 10^−10^
**Amino acid metabolism**	10	5.1	5.6 × 10^−03^
Serine biosynthesis	3	50.0	8.3 × 10^−03^
Sulfur/cysteine metabolism	4	23.5	6.3 × 10^−03^
**Fatty acid metabolism**	6	7.3	2.2 × 10^−02^
Beta-oxidation	4	15.4	2.4 × 10^−02^
**Response to O**_**2**_ **levels**	5	14.7	5.0 × 10^−03^
**Oxidation reduction**	20	3.9	3.2 × 10^−05^

Enriched Gene Ontology (GO) classifications for the 216 direct HIF-1 targets. Fold enrichment and FDR for each classification and subclassification is indicated.

**Fig. 3:**
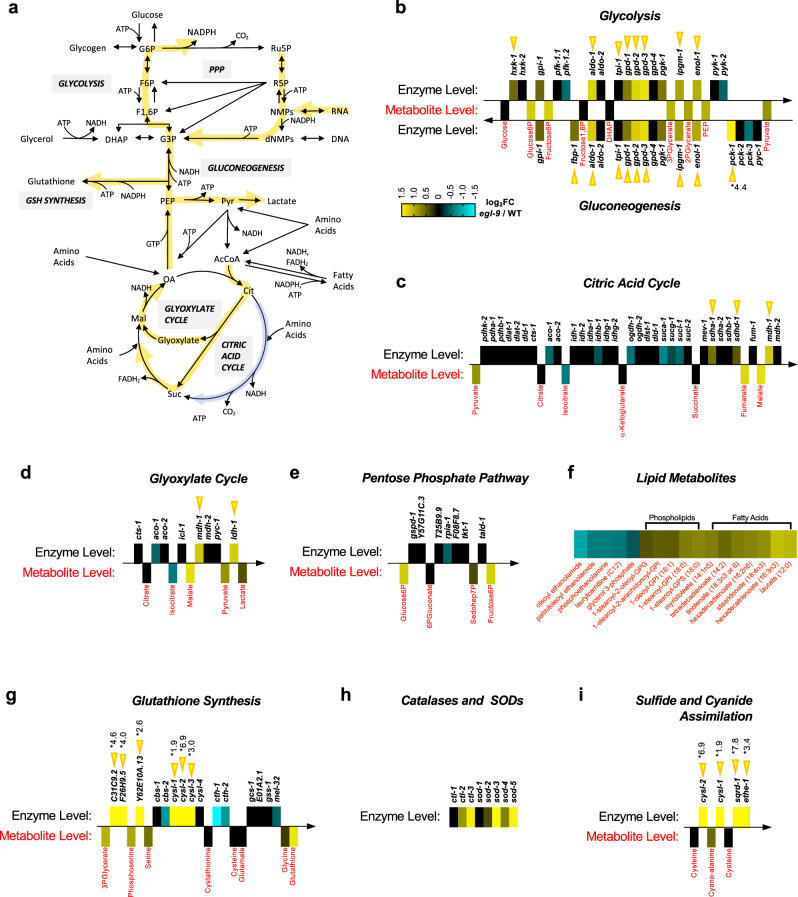
HIF-1 reprograms metabolism. **a** Overview of major metabolic pathways impacted by HIF-1 activation. Yellow and cyan arrows overlaying the pathways indicate upregulation or downregulation, respectively, in *egl-9* mutants relative to wild type. **b**–**i** Combined heatmap for metabolites (red text) and the enzymes (black text) and directional pathways (arrows) known to regulate their metabolism. The color index in (**b**) is applicable to all panels in the figure. On one side of each pathway arrow (above for most arrows except gluconeogenesis), differentially colored boxes indicate enzyme mRNA expression levels (log_2_ fold change) in *egl-9* mutants relative to wild type; enzymes are labeled in the black text by their indicated *C. elegans* gene name. On the other side of each pathway arrow (below for most arrows except gluconeogenesis), differentially colored boxes indicate metabolites levels (log_2_ fold change) in *egl-9* mutants relative to wild-type; metabolites are labeled in red text. Gene expression changes that exceed a log_2_ fold change of 1.5 are marked with an asterisk showing the actual log_2_ fold-change value. Yellow arrowheads indicate genes with HIF-1 binding sites and that show direct regulation by HIF-1. Glycolysis and gluconeogenesis are graphed together, in opposite direction, as they share multiple metabolites and enzymes.

To examine metabolite levels in the context of specific biochemical pathways, we mapped wild-type versus *egl-9* mutant metabolome data against corresponding RNA-seq data for enzymes that catalyze reactions involving each specific metabolite. 

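Transcripts for the reversible steps shared by glycolysis and gluconeogenesis rose together in *egl-9* mutants, whereas those for the irreversible steps of glycolysis went in both directions against wild type. Of 11 genes of the shared steps, 9 were higher between *egl-9* and wild type and 0 lower (9 when adjusted over the list alone), with a median log2 fold change of 0.89 (cameraPR adjusted p = 2.2e-09). Against *egl-9 hif-1* all 11 were higher, also when adjusted over the list alone, with a median of 1.11 (adjusted p = 3.1e-23). In OR3350, 8 were higher than in wild type and 11 higher than in *egl-9 hif-1*, the same counts as when adjusted over the list alone. Fructose-bisphosphate aldolase *aldo-1* rose by 1.22 on the log2 scale between *egl-9* and wild type in the authors' deposited table (FDR 3.1e-19, edgeR), triosephosphate isomerase *tpi-1* by 0.95 (FDR 1.4e-12) and enolase *enol-1* by 0.95 (FDR 3.0e-09). For glyceraldehyde-3-phosphate dehydrogenase, the authors' deposited table gives 1.24 for *gpd-2* and 1.34 for *gpd-3*, and 0.64 for *gpd-1* and 0.30 for *gpd-4* (the last not called); these pairs are nearly identical and may share reads. Of 7 genes of the steps specific to glycolysis, 2 rose (*hxk-1* and *hxk-3*) and 2 fell (*pfk-1.2* and *pyk-2*) between *egl-9* and wild type (2 and 3 when adjusted over the list alone, cameraPR adjusted p = 0.807). Against *egl-9 hif-1*, 3 of these 7 were higher and 0 lower (3 and 1 when adjusted over the list alone), with a median of 0.19 (adjusted p = 0.199). The hexokinase genes *hxk-1* and *hxk-3* were at 0.53 (FDR 0.0055) and 0.42 (FDR 4.5e-04) in the authors' deposited table, and *hxk-3* is the one listed as a direct target. Phosphofructokinase *pfk-1.2* was at -0.54 (FDR 5.2e-04) and pyruvate kinase *pyk-2* at -0.49 (FDR 6.2e-04) in the authors' deposited table. Another phosphofructokinase gene, *pfk-1.1*, was at 0.23 against wild type (FDR 0.17) and at 0.82 against *egl-9 hif-1* (FDR 5.4e-09) in the authors' deposited table. The call for the shared steps in *egl-9* against wild type ended with the log2 fold change as the test statistic instead (cameraPR adjusted p = 0.230).

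**Figure D3:**
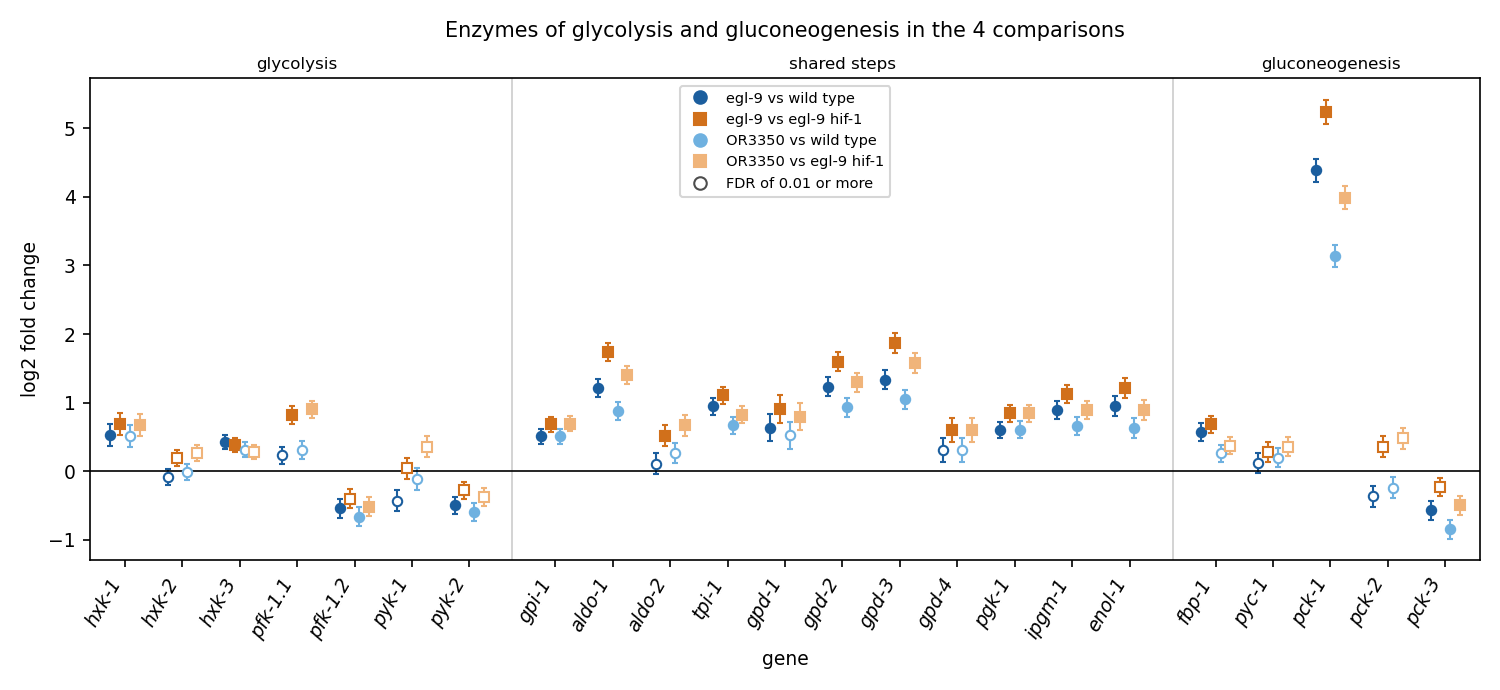
Log2 fold changes from the authors' deposited tables (y axis) for genes of glycolysis and gluconeogenesis (x axis) in the 4 comparisons (colours), with bars of 1 approximate standard error computed here and open symbols at an FDR of 0.01 or more. The shared steps lie above 0, *pck-1* stands highest, and *pfk-1.2* and *pyk-2* lie below 0.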

As expected^46,47^, HIF-1 directly promoted the expression of multiple key glycolysis enzymes and increased the metabolite population of this pathway (Fig. 3b). 

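Of 30 genes of the TCA cycle, 3 were higher and 7 lower in *egl-9* mutants than in wild type, and 20 were not called (5 higher and 8 lower when adjusted over the list alone). Succinate dehydrogenase *sdha-1* rose by 0.56 on the log2 scale in the authors' deposited table (FDR 7.0e-05, edgeR) and *sdhd-1* by 0.41 (FDR 0.0010), and the malate dehydrogenase gene *mdh-1* was the other gene that rose. Those that fell were *suca-1* (-0.71, FDR 3.0e-07), *ogdh-1* (-0.58), *sucl-1* (-0.52), *pdhb-1* (-0.52, FDR 5.3e-05), *aco-1* (-0.51), *idhb-1* (-0.40) and *sucg-1* (-0.34) in the authors' deposited table. None of these 7 was called lower in *egl-9* than in *egl-9 hif-1* or in OR3350 than in either control. Against *egl-9 hif-1*, 6 genes rose and 0 fell (6 and 1 when adjusted over the list alone), among them *mev-1* (0.58, FDR 7.2e-06), *sdhb-1* (0.43, FDR 0.0043) and *fum-1* (0.43, FDR 0.0066) in the authors' deposited table. As a list, the cycle did not pass against other genes (cameraPR adjusted p = 0.240 in *egl-9* against wild type and 0.327 against *egl-9 hif-1*, the second with a positive direction beside a median of -0.03). By differences computed here, the list was lower in *egl-9 hif-1* than in wild type (0 genes called, median -0.20, cameraPR adjusted p = 6.6e-04). It was higher in OR3350 than in *egl-9* (1 gene called, median 0.12, adjusted p = 0.0016). Both calls ended with the log2 fold change as the test statistic.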

Most TCA cycle enzymes and metabolites were unchanged in *egl-9* mutants (Fig. 3c). However, *egl-9* mutants had elevated levels of *mdh-1* (malate dehydrogenase) and *ldh-1* (lactate dehydrogenase), as well as their associated metabolites malate, pyruvate, and lactate (Fig. 3d). 

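Of the enzymes around malate and lactate, *mdh-1* and *ldh-1* rose in all 4 comparisons, and neither isocitrate lyase nor the mitochondrial malate dehydrogenase did. *mdh-1* rose by 1.14 on the log2 scale between *egl-9* and wild type in the authors' deposited table (2.21-fold, FDR 3.9e-12, edgeR) and by 1.47 against *egl-9 hif-1* (FDR 1.5e-19). *ldh-1*, the lactate dehydrogenase gene, rose by 1.18 (2.26-fold, FDR 2.6e-19) and by 1.83 (FDR 9.1e-45) in the authors' deposited table. In OR3350 against wild type the authors' deposited table gives 0.76 for *mdh-1* (FDR 1.1e-05) and 0.74 for *ldh-1* (FDR 7.9e-08). *icl-1*, which encodes the bifunctional isocitrate lyase and malate synthase of the glyoxylate cycle, was at 0.16 in *egl-9* against wild type in the authors' deposited table (FDR 0.73) and at 0.07 against *egl-9 hif-1* (FDR 0.98). *mdh-2* was at -0.33 (FDR 0.076) and -0.08 (FDR 0.80) in the authors' deposited table. The list of these 4 genes was higher in *egl-9* than in wild type, with 2 members up, also when adjusted over the list alone (cameraPR adjusted p = 0.027), and than in *egl-9 hif-1* (adjusted p = 1.2e-05). Those calls ended with the log2 fold change as the test statistic (adjusted p = 0.776 and adjusted p = 0.290). The first also ended among genes with a mean log2 CPM of at least 0 (adjusted p = 0.101) and against random lists (adjusted p = 0.060).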

Elevated malate and malate dehydrogenase are indicative of activity in the glyoxylate cycle, a variation of the TCA cycle used in some organisms to convert citrate to oxaloacetate to feed the gluconeogenesis pathway.

We also observed indicators of increased gluconeogenesis (Fig. 3b). 

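Of the enzymes specific to gluconeogenesis, *pck-1* rose far more than any other in each of the 4 comparisons. *pck-1* lies on chromosome III from 62888 to 66260 (WBcel235) and encodes cytosolic phosphoenolpyruvate carboxykinase. Its log2 fold change in the authors' deposited table was 4.39 in *egl-9* against wild type (20.9-fold, FDR 1.2e-145, edgeR), and 5.23 against *egl-9 hif-1* (FDR 1.8e-191). In OR3350 the authors' deposited table gives 3.14 against wild type (FDR 2.3e-83) and 3.99 against *egl-9 hif-1* (FDR 9.7e-125) for *pck-1*. The approximate standard error computed here for *pck-1* in *egl-9* against wild type was 0.17. By differences of these values, *pck-1* was at -1.24 in OR3350 relative to *egl-9* (approximate z test, adjusted p = 2.9e-11) and at -0.85 in *egl-9 hif-1* relative to wild type (adjusted p = 2.2e-05). *fbp-1*, which encodes the phosphatase opposite to phosphofructokinase, rose by 0.57 in *egl-9* over wild type in the authors' deposited table (FDR 6.3e-05) and by 0.68 over *egl-9 hif-1* (FDR 1.8e-06). In OR3350 against *egl-9 hif-1*, *fbp-1* was at 0.38 in the authors' deposited table (FDR 0.019). Pyruvate carboxylase *pyc-1* was at 0.12 in *egl-9* against wild type in the authors' deposited table (FDR 0.57). The list of 5 genes had 2 members up and 1 down against wild type and 2 up and 0 down against *egl-9 hif-1*, the same when adjusted over the list alone (cameraPR adjusted p = 6.8e-04 and 1.6e-10). The call of this list, in which *pck-1* had the largest change, ended against wild type with the log2 fold change as the test statistic (adjusted p = 0.434). It also ended there against random lists (adjusted p = 0.407), and against *egl-9 hif-1* the random lists gave adjusted p = 0.060.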

As previously discussed, HIF-1 directly and dramatically promotes the expression of *pck-1* (PEP carboxykinase), which catalyzes a key rate-limiting step specific to gluconeogenesis in which oxaloacetate (OA) is converted to phosphoenolpyruvate (PEP). In addition to regenerating glucose, gluconeogenesis provides substrates for the pentose phosphate pathway (PPP), which generates reducing equivalent NADPH, 5-carbon sugars (e.g., ribose-5-phosphate used to synthesize nucleic acids), and erythrose-4-phosphate (used to synthesize aromatic amino acids). 

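Transcripts of the pentose phosphate pathway did not pass as a list in *egl-9* mutants against either control. Of 7 genes of the pathway, 0 rose and 1 fell between *egl-9* and wild type (1 and 2 when adjusted over the list alone), and none was called between *egl-9* and *egl-9 hif-1*, by the list alone either. The gene that fell was *rpia-1*, ribose-5-phosphate isomerase, at -0.46 on the log2 scale in the authors' deposited table (FDR 0.0028, edgeR). Glucose-6-phosphate dehydrogenase *gspd-1* was at -0.40 in *egl-9* against wild type (FDR 0.015) and at -0.05 against *egl-9 hif-1* (FDR 0.91) in the authors' deposited table. In OR3350 against *egl-9 hif-1*, the transketolase gene *tkt-1* rose by 0.57 (FDR 0.0040) and *T25B9.9*, which encodes 6-phosphogluconate dehydrogenase, by 0.42 (FDR 0.0037) in the authors' deposited table. The median of the list was -0.21 in *egl-9* against wild type (cameraPR adjusted p = 0.443) and -0.02 against *egl-9 hif-1* (adjusted p = 0.958).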

We observed an increase in PPP metabolites in *egl-9* mutants relative to wild type (Fig. 3e), although none of the key enzymes within the PPP were direct targets of HIF-1, suggesting that increased PPP flux is an indirect effect of HIF-1 activation of gluconeogenesis.

NADPH generated from the PPP serves as a reducing equivalent for fatty acid synthesis, and both synthesized and dietary fatty acids are attached to glycerol-3-phosphate (G3P) for conversion to storage lipids. Consistent with this metabolic pathway, we observed decreased G3P and increased levels of certain fatty acids when HIF-1 is active (Fig. 3f). Phospholipids are also synthesized from G3P, and we found that active HIF-1 increased the levels of certain phospholipid species (Fig. 3f).

NADPH also replenishes reduced glutathione, which is a major antioxidant for combating oxidative stress. We observed higher levels of glutathione in *egl-9* mutants relative to wild-type (Fig. 3g). Indeed, many of the direct target genes most dramatically upregulated by HIF-1 lie within pathways that produce glutathione (Fig. 3g), and the catalases and superoxide dismutases that combat oxidative stress are all indirectly upregulated (Fig. 3h). 

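Genes for the synthesis of serine and cysteine went in both directions with active HIF-1, and those that assemble glutathione from its amino acids were not called. Of 15 genes on the list of serine, cysteine and glutathione synthesis, 6 rose and 4 fell between *egl-9* and wild type (7 and 4 when adjusted over the list alone, cameraPR adjusted p = 1.3e-10). Against *egl-9 hif-1*, 7 rose and 2 fell (8 and 3 when adjusted over the list alone, adjusted p = 3.3e-16). *C31C9.2*, *F26H9.5* and *Y62E10A.13*, which act in serine synthesis, rose by 4.56 (FDR 2.2e-20), 3.96 (FDR 5.0e-78) and 2.61 (FDR 2.0e-26) on the log2 scale in *egl-9* over wild type in the authors' deposited table (edgeR). The cysteine synthase family gene *cysl-3* rose by 3.04 in the authors' deposited table (FDR 1.3e-55). *cth-1*, a cystathionine gamma-lyase gene, fell in all 4 comparisons, with log2 fold changes of -3.47 and -3.71 for *egl-9* and -1.91 and -2.16 for OR3350 in the authors' deposited table. *cbs-2* was also lower in all 4, at -0.82 in *egl-9* against wild type in the authors' deposited table (FDR 3.6e-06). The glutamate-cysteine ligase gene *gcs-1* was at 0.06 (FDR 0.77) and the glutathione synthetase gene *gss-1* at 0.11 (FDR 0.52) in the authors' deposited table. Of 8 catalase and superoxide dismutase genes, 6 were higher in *egl-9* than in wild type (7 when adjusted over the list alone, median 0.76, cameraPR adjusted p = 3.0e-05), and 0 are direct targets. The largest rises were those of *sod-3* (1.51, FDR 7.4e-12), *sod-5* (1.45, FDR 0.0022) and *ctl-3* (1.42, FDR 4.5e-15) in the authors' deposited table, while *ctl-1* was at 0.75 (FDR 0.011) and *sod-1* at 0.28 (FDR 0.053). Against *egl-9 hif-1*, *sod-3* and *ctl-3* rose (1.31 and 0.82 in the authors' deposited table; adjusted p for the list 0.017), also when adjusted over the list alone. In OR3350, *ctl-3* rose over wild type, by 0.76 in the authors' deposited table (FDR 2.3e-04), and none rose over *egl-9 hif-1*. Between *egl-9 hif-1* and wild type, differences computed here, 3 of the 8 were higher and 0 lower (cameraPR adjusted p = 0.0038), a list call that ended by log2 fold change and at a mean log2 CPM of at least 0. The catalase and superoxide dismutase calls ended with the log2 fold change as the test statistic (adjusted p = 0.230 against wild type and adjusted p = 0.575 against *egl-9 hif-1*). The second also ended against random lists (adjusted p = 0.0997).

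**Figure D4:**
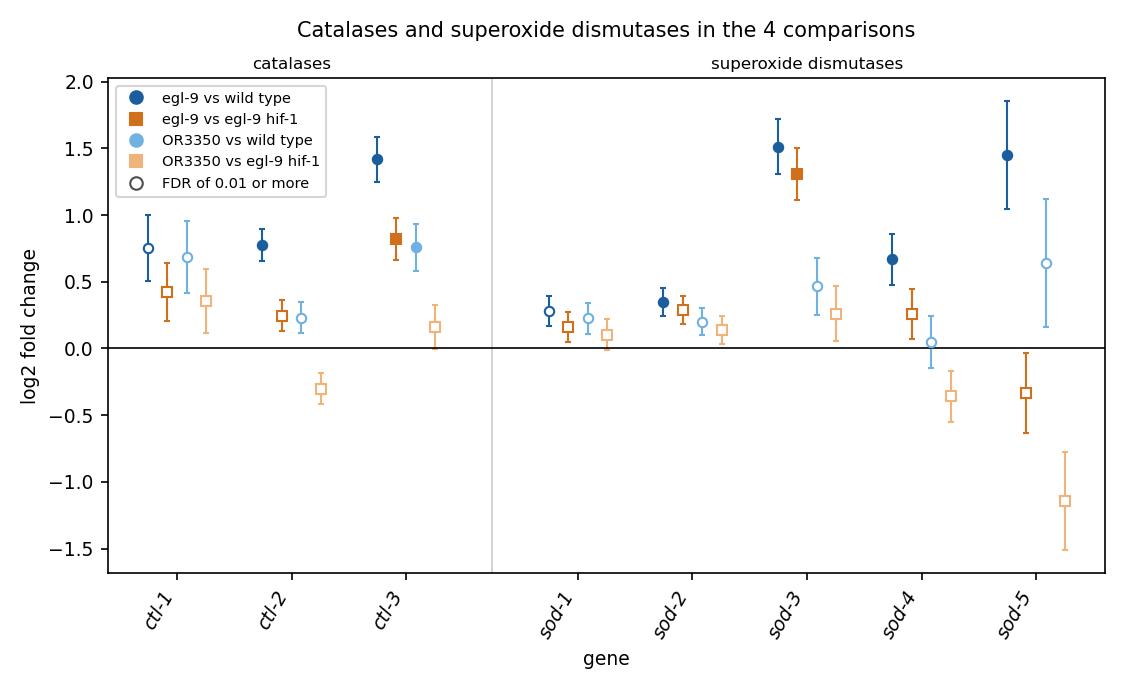
Log2 fold changes from the authors' deposited tables (y axis) for catalase and superoxide dismutase genes (x axis) in the 4 comparisons (colours), with bars of 1 approximate standard error computed here and open symbols at an FDR of 0.01 or more. Filled symbols are frequent only for *egl-9* against wild type, and *sod-3* and *ctl-3* are filled in more than 1 comparison.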

Oxidative stress response pathways also help fight bacterial infection in *C. elegans*, as bacterial pathogens like *Pseudomonas aeruginosa* produce toxins like HCN and H_2_S^47,48^, which can be neutralized by these pathways. Indeed, we observed that HIF-1 directly promotes the expression of the entire H_2_S/HCN detoxification pathway (Fig. 3i), including *cysl-2* (cyanoalanine synthase) and *sqrd-1* (sulfide quinone oxidoreductase), which converts these toxins to polysulfides and sulfates^47^. 

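Genes for the oxidation of hydrogen sulfide and the fixing of cyanide included some of the strongest rises in the data, and others for the same steps were unchanged by the test or fell. Of 11 listed genes found in the tables, 7 rose and 1 fell between *egl-9* and wild type (the same when adjusted over the list alone), with a median log2 fold change of 1.86 (cameraPR adjusted p = 4.8e-42). Against *egl-9 hif-1*, 6 rose and 0 fell (6 and 1 when adjusted over the list alone, adjusted p = 2.8e-65). *sqrd-1* lies on chromosome IV from 14219871 to 14224440 (WBcel235) and rose by 7.84 on the log2 scale in *egl-9* over wild type in the authors' deposited table (FDR 4.4e-297, edgeR). Against *egl-9 hif-1* its log2 fold change in the authors' deposited table was 9.93, with an FDR listed as 0. The cyanoalanine synthase gene *cysl-2* rose by 6.90 over wild type (FDR 3.7e-178) and 7.35 over *egl-9 hif-1* (FDR 1.6e-194) in the authors' deposited table, and its paralog *cysl-1*, which acts upstream of EGL-9, by 1.86 (FDR 8.7e-51) and 1.95 (FDR 7.6e-56). *ethe-1*, the sulfur dioxygenase gene, rose by 3.35 over wild type in the authors' deposited table (FDR 2.2e-78). The sulfurtransferase genes *mpst-2* and *mpst-3* rose by 8.22 (FDR 1.3e-29) and 4.27 (FDR 7.2e-206), and *mpst-7* by 1.03 (FDR 0.0060), in the authors' deposited table. *mpst-4* fell by 0.78 on the log2 scale in *egl-9* against wild type in the authors' deposited table (FDR 7.4e-05). *mpst-1* and the sulfite oxidase gene *suox-1* were each at -0.22 in the authors' deposited table (FDR 0.18 and 0.27). Of the genes on the list, 6 rose in all 4 comparisons, and the same 6 are direct targets.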

Upregulation of H_2_S/HCN detoxification by HIF-1 is consistent with *egl-9* and *hif-1* mutants being resistant and sensitive, respectively, to *Pseudomonas* infection and sulfide/cyanide toxicity.

### PCK-1 promotes survival during hypoxic stress

Traditionally, HIF-1 is thought to protect against hypoxia by promoting anaerobic ATP synthesis. Our multiomics analyses also highlight its promotion of gluconeogenesis and the oxidative stress response in *egl-9* mutants. To test whether direct HIF-1 targets are also upregulated by hypoxia, we used qRT-PCR to measure mRNA levels in either wild-type or *hif-1* mutants (Fig. 4a and Supplementary Fig. 6). All tested target genes were upregulated by hypoxia in a HIF-1-dependent manner, including *pck-1*, the rate-limiting enzyme of gluconeogenesis.

**Fig. 4:**
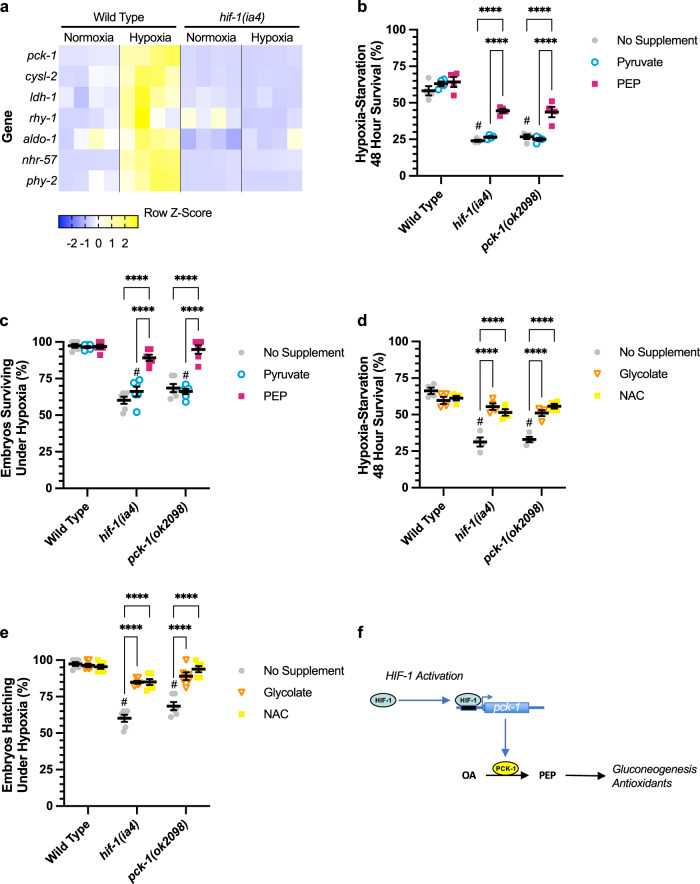
HIF-1 targets required for adaptive survival. **a** Heatmap of row Z-scores for qRT-PCR measurements from L4-stage animals of transcript levels for the indicated genes (rows) as normalized to actin. Columns indicate the genotypes (either wild type or *hif-1(ia4)* mutants) and experimental conditions (4 h under either normoxia or hypoxia (0.5% O_2_), with four replicates from each genotype/condition shown. **b**, **d** Percent of L4-stage animals, grown on fixed *E. coli*, to survive liquid culture without food and under hypoxia (0.5% O_2,_ 48 h at 25 °C, with 24 h recovery at 20 °C). Error bars indicate mean ± SEM. **c**, **e** Percent of embryos, obtained from animals grown on fixed *E. coli*, to survive 24 h of hypoxia at 25 °C, with 24 h recovery at 20 °C. Animals are indicated by colored symbols, and associated figure legends list the condition in which they were grown: on plates supplemented with either metabolites or antioxidants. Error bars indicate mean ± SEM. For graphs (**b**–**e**), ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05 ANOVA/Sidak’s multiple comparison two-sided test between each supplement and the no-supplement control. ^#^*P* < 0.0001 ANOVA/Sidak’s multiple comparison two-sided test between the indicated mutant versus wild-type, both no-supplement controls. Data for each column in (**b**, **c**) represents four biological replicates, and in (**d**, **e**) represents six biological replicates, typically 20–100 animals per replicate. **f** Model illustrating how HIF-1 binds near the *pck-1* promoter to upregulate PCK-1 expression and drive gluconeogenesis and the production of antioxidants.

Given that both hypoxia and subsequent reoxygenation result in the production of reactive oxygen species (ROS) and oxidative stress, we reasoned that the upregulation of PCK-1 by HIF-1 might also protect against hypoxia by mobilizing an antioxidant response through gluconeogenesis and the PPP. To rule out metabolic contributions from the live *E. coli* used to grow nematodes, we fixed bacterial cultures with formaldehyde to render them metabolically inert^49^. We grew nematodes on fixed *E. coli* until they reached the L4 stage, then exposed these animals to 48 h of hypoxia without food, measuring survival after 24 h of recovery at normoxia. Mutants for *pck-1*, like *hif-1* mutants, were viable under normoxic conditions (Supplementary Fig. 7a). However, both *hif-1* and *pck-1* single mutants were significantly susceptible to hypoxia compared to wild-type (Fig. 4b), and this susceptibility was rescued by supplementation with PEP (the product of the PCK-1-catalyzed reaction that is elevated when HIF-1 is active, as per Fig. 3b) but not the upstream metabolite pyruvate. We observed comparable results with a hypoxia survival assay for embryo hatching (Fig. 4c and Supplementary Fig. 7b). The antioxidants glycolate and N-acetyl cysteine (NAC) can reduce oxidative stress when fed to *C. elegans*^50,51^, and we found that supplementation with these antioxidants rescued *hif-1* and *pck-1* mutants for survival during hypoxia (Fig. 4d, e and Supplementary Fig. 7c). Similar results were observed with nematodes grown on live *E. coli* (Supplementary Fig. 7d, e). In addition, we found that *pck-1* mutants are sensitive to oxidative stress, as they showed poor survival to exposure to the superoxide generator paraquat (Supplementary Fig. 7f). Mutations in *pck-1* did not suppress the egg retention or extended lifespan phenotypes of *egl-9* mutants (Supplementary Fig. 8), indicating that the upregulation of PCK-1 does not mediate all functions of HIF-1. Taken together, our results demonstrate that the direct promotion of gluconeogenesis and oxidative stress resistance by HIF-1 helps animals survive hypoxia.

### HIF-1 direct targets are conserved

We identified putative human sequence orthologs for the direct targets identified in our *C. elegans* analysis (Supplementary Data 5). We reanalyzed published RNA-seq data from human cells undergoing HIF1A activation and identified several clusters of orthologs showing correlated patterns of co-expression (Supplementary Fig. 9). Although only 0.3% of human genes showed consistent upregulation by HIF1A, 6.8% of putative human orthologs to *C. elegans* HIF-1 direct targets showed consistent upregulation, a 23-fold enrichment (*P* value < 1.0 × 10^-16^, proportion test). A cluster of orthologous genes were upregulated by HIF1A across nearly all studies, with GO enrichment similar to that observed for their nematode counterparts (Fig. 5). Other clusters showed upregulation in subsets of experiments. Indeed, PCK2, an ortholog of *C. elegans pck-1*, belonged to such a cluster that also included genes involved in cysteine and glutathione metabolism, suggesting that this PEP carboxykinase is a key HIF1A regulatory target depending on tissue or context.

**Fig. 5:**
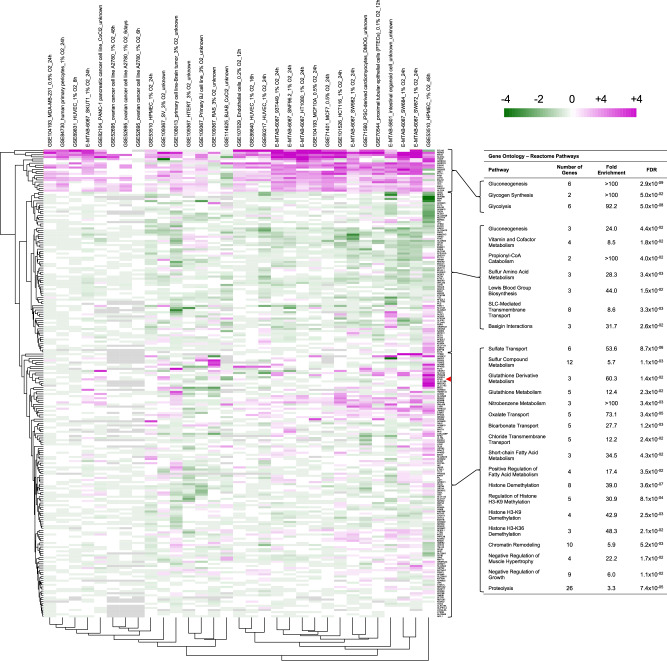
Differential gene expression for human orthologs of HIF-1 direct targets across multiple independent experiments. Heatmap of mRNA expression across 31 independent experiments (columns, including accession numbers and hypoxia treatment indicated in vertical names) involving HIF1A activation. Fold change in expression (expressed as log2) is mapped for individual human orthologs (rows) of the *C. elegans* HIF-1 direct targets identified in this study. Only genes showing expression in at least 15 experiments are shown. Genes with similar patterns of expression across experiments are hierarchically clustered. Clusters of genes were analyzed for GO Reactome Pathway enrichment. While a cluster of genes (top of map) that were enriched for glycolysis and gluconeogenesis GO and reactome annotations showed near-universal upregulation across all the experiments, most putative orthologs clustered based on shared context- or tissue-dependent expression, including PCK2 (red arrowhead), an ortholog of *pck-1*. These latter clusters were enriched for sulfur and glutathione metabolism, metabolite transport, and chromatin modification.

## Discussion

Stress response pathways coordinate the regulated expression of multiple target genes needed to rebalance physiological homeostasis. To meet the energy needs of an organism in a hypoxic environment, HIF promotes ATP synthesis by promoting glycolysis. However, the nature and role of the full array of HIF targets in vivo are not understood. Our studies combined ChIP-seq and RNA-seq to identify the full array of direct HIF-1 targets in *C. elegans*, combined with metabolomics to understand the physiological changes resulting from their expression. HIF-1 reprograms metabolism beyond simply augmenting glycolysis as previously thought. We show here that it directly promotes lipid metabolism, the glyoxylate cycle, gluconeogenesis, the PPP, H_2_S/HCN detoxification, and glutathione synthesis. This study combines genomic, transcriptomic, and metabolomic approaches to characterize the action of HIF activation in vivo.

A simple approach to discern true functional targets of transcription factors (TFs) like HIF-1 has been to integrate binding site identification, typically from ChIP-seq experiments, with transcriptomics analysis, typically from RNA-seq analysis comparing conditions in which a given transcription factor is active versus inactive. Lists of nearest neighbor genes from ChIP-seq analysis are compared to lists of differentially expressed genes (DEGs) from RNA-seq analysis, with the intersection of those lists deemed functional targets. However, assigning a gene as a target of a transcription factor based solely on ChIP-seq binding data and TSS proximity has limitations. This “nearest neighbor” approach does not assess changes in expression in response to TF activity for each putative target. This problem is compounded in organisms with compact genomes like those of *C. elegans* or *Drosophila*, where multiple genes are often found adjacent to a given ChIP-seq peak. Thus, any targets identified by this approach might not be true functional targets.

A more powerful approach is to use software like the BETA algorithm, which uses the DEG patterns derived from RNA-seq studies that compare mRNA levels when a TF is active versus inactive, to determine which gene near the binding site of the given TF (identified from ChIP-seq) is the target^41^. BETA prioritizes functional expression differences in addition to proximity, increasing its ability to identify true functional targets. Although stringent, this approach can lead to an underestimation of the size of the overlap since an arbitrary significance threshold or rank must be assigned to each of the separate analyses. To overcome this drawback, we combined BETA with an overlap analysis methodology (Luperchio Overlap Analysis or LOA^40^) that allows multiple comparisons to provide evidence to each other regarding differential gene expression to overcome this limitation. The pretext of this analysis is that a set of DEGs in a given condition (e.g., wild type versus the *egl-9* mutant) is informative about the state of the same genes in another similar condition (e.g., wild-type versus the *egl-9* mutant that also contains a *hif-1* mutation and the rescuing *hif-1::gfp* transgene). By utilizing this approach, we were able to enlarge the number of functional targets compared to using the more stringent intersection approach. Our combined methodology allowed for the identification of HIF-1 binding sites that were more distal to the TSS of the regulated gene (Supplementary Fig. 2a, b).

Another complication in identifying functional TF binding sites is the presence of high-occupancy target (HOT) sites, which are overrepresented binding peaks found across multiple independent ChIP-seq studies, scattered across the genome^43^. Most HOT sites are either ChIP-seq artifacts or binding sites with no clear functional role, at least with respect to regulating the transcription of neighboring genes. Here again, our combined BETA and LOA approach overcame this limitation. We showed that the target genes identified by BETA and LOA are more specific, as the number of targets attributed to HOT sites within the genome is reduced compared to both BETA alone (intersection) and nearest neighbor approaches (Fig. 2i). In addition, BETA and LOA were able to distinguish functional HOT sites (i.e., sites with nearby genes that show HIF-1-dependent differential regulation) from non-functional HOT sites (Supplementary Fig. 5). Genes near non-functional HOT sites, as identified by the nearest neighbor approach, did not show any GO term enrichment (PANTHER analysis, FDR < 0.05). By contrast, genes near functional HOT sites, as identified by BETA and LOA, showed GO term enrichment similar to that of genes near non-HOT sites, including for glycolysis, gluconeogenesis, and amino acid metabolism, further demonstrating the power and utility of this approach. For researchers designing new experiments to identify the direct functional targets of a transcription factor, we recommend that the experimental design contain at least two comparative conditions for DEG identification, with subsequent analysis of the DEG lists from those comparisons performed by a combination of LOA and BETA.

The HIF-1 target genes we identified were enriched with factors involved in metabolism, which we attempted to validate through metabolomics. Metabolomic analysis only provides a snapshot in time of the metabolic state in each sample. True metabolic flux analysis requires experiments that follow labeled metabolites, which cannot be done in *C. elegans*. Changes in metabolic flux can be modeled, but such models require assumptions that limit their utility. Nevertheless, metabolomic analysis such as the kind performed in this work creates testable hypotheses that can be explored through experimentation. We observed that HIF-1 directly promotes the expression of the *pck-1* PEP carboxykinase, a key mediator of gluconeogenesis, as well as metabolic flux through the pathway (Fig. 4f). Gluconeogenesis provides the metabolites needed to make glutathione and produce NADPH reducing equivalents required to combat ROS and oxidative stress. Indeed, we found that *pck-1* mutants survive hypoxic stress as poorly as *hif-1* mutants, and both mutants are rescued by supplemental PEP, the product of PCK-1. In addition, supplemental antioxidants rescue hypoxia survival of these mutants, and HIF-1 activation can offset damage by agents that cause oxidative stress. Our meta-analysis of human expression profile data suggests that PCK2, an ortholog of *pck-1*, is part of a group of new, context-dependent targets regulated by HIF1A (Fig. 5). Our results highlight the need for HIF-1 to not only promote anaerobic energy production, but also to mobilize antioxidant defenses through gluconeogenesis. Indeed, blocking gluconeogenesis specifically might present an approach to treating HIF-1-positive tumors.

Although a connection between hypoxia and gluconeogenesis has been made before^52^, our findings go beyond simply showing that HIF-1 directly binds to and regulates the expression of a key mediator of gluconeogenesis. Instead, our work highlights the role of the gluconeogenesis-PPP metabolic chain in offsetting oxidative stress during hypoxia, and it shows that restoring redox homeostasis is an underappreciated physiological outcome of the HIF-1/gluconeogenesis regulatory interaction important for the survival of hypoxic stress. This finding has implications not only for diseases involving hypoxia (e.g., cancer, heart disease, stroke, COPD, cerebral palsy, pulmonary hypertension, COVID-19, et cetera), but for our understanding of the evolution of aerobic organisms and their ability to adapt to terrestrial and aquatic habitats with variable oxygen availability.

## Methods

### Generation of transgenes and transgenic animals

*C. elegans* strains were derived from the N2 strain, with hermaphrodites analyzed in all experiments. Strains were obtained from the *C. elegans* Genetics Center. Nematodes were cultured on OP50 *E. coli* seeded on NGM plates unless otherwise stated. The GFP-tagged *hif-1* transgene was obtained as a genomic fosmid from the TransgeneOme Project^53^. The polyclonal stab culture was streaked out under triple selection (chloramphenicol, streptomycin, nourseothricin), and individual clones were selected for transgene construct validation by sequencing. The construct was introduced into the germline genome of *hif-1(ia4)* null mutants and then stably integrated into the genome using microparticle bombardment^54^. The resulting stably integrated line *odIs131* was made homozygous by selecting single hermaphrodites that gave 100% Non-Unc progeny, then outcrossed four times. Subsequently, the *unc-119(ed3)*; *odIs131* strain was crossed to *unc-119(ed3); egl-9(sa307); hif-1(ia4)* to generate the following strains used for ChIP-seq: OR3349 *unc-119(ed3); hif-1(ia4); odIs131[hif-1::gfp, unc-119(+)]* and OR3350 *unc-119(ed3); egl-9(sa307); hif-1(ia4); odIs131[hif-1::gfp, unc-119(+)]*.

Fluorescent Venus transcriptional reporter transgenes containing genomic sequences encoding the HIF-1 binding site and the transcriptional start site were generated to validate some of the direct targets. To quantify expression, a *P*_*myo-2*_*::mCherry* transgene was introduced into the genome in conjunction with the *pck-1::Venus* or *rhy-1::Venus* transgenes. As *myo-2* expression did not vary in the RNA-seq datasets, Venus expression was normalized to mCherry expression in the pharynx. 

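The transcript of *myo-2*, which encodes a myosin heavy chain of the pharynx, was lower in both genotypes with active HIF-1 than in wild type. Its log2 fold change in the authors' deposited table was -1.34 in *egl-9* against wild type (FDR 4.2e-12, edgeR) and -0.75 in OR3350 against wild type (FDR 3.4e-04). Against *egl-9 hif-1* the authors' deposited table gives -0.46 for *egl-9* (FDR 0.058) and 0.13 for OR3350 (FDR 0.70). Computed from these values, the difference between *egl-9 hif-1* and wild type was -0.88 (approximate z test, adjusted p = 3.4e-05). *myo-1*, another pharyngeal myosin gene, had a log2 fold change of -1.22 in *egl-9* against wild type in the authors' deposited table (FDR 1.4e-11). Of 9 genes of body wall and pharyngeal muscle, 0 rose and 5 fell between *egl-9* and wild type (7 when adjusted over the list alone; median -0.52, cameraPR adjusted p = 5.6e-04), and none was called between *egl-9* and *egl-9 hif-1* (adjusted p = 0.257). The first of these list calls ended with the log2 fold change as the test statistic (adjusted p = 0.230). Of the 4 lists linked to stage, 2 also moved between *egl-9* and wild type: 12 of 13 genes of cuticle and molting rose (12 when adjusted over the list alone; cameraPR adjusted p = 7.4e-08) and 19 of 75 sperm genes fell (23 over the list alone; adjusted p = 1.2e-05). The other 2, collagens and germ line and oocyte, did not pass (adjusted p = 0.523 for each).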

At least two independent lines were examined for each experiment.

To generate *P*_*pck-1*_*::Venus* transgenic animals, 2816 bp upstream of the ATG of *pck-1* was amplified and cloned upstream of a *Venus* coding sequence present in pPD95.77-mVenus. Using Q5-site directed mutagenesis (Life Technologies Ltd), the ∆Peak (1084 – 912 upstream of start) and the ∆HRE (1019 – 1003 upstream of start) were deleted to yield *P*_*pck-1(∆Peak)*_*::Venus* and *P*_*pck-1(∆HRE)*_*:Venus*, respectively. These three plasmids (100 ng/μL) were injected into wild-type animals at 100 ng/μL along with a *P*_*myo-2*_*::mCherry* (50 ng/μL) co-injection marker.

To generate *P*_*rhy-1*_*::Venus* transgenic animals,1510 bp upstream of the ATG of *rhy-1* was amplified and cloned upstream of a *venus* coding sequence as above. Q5-site directed mutagenesis (Life Technologies Ltd.) was used for the removal of the ∆Peak (1170 – 617 bp upstream of start), ∆HRE1 (971 – 956 bp upstream of start), ∆HRE2 (946 – 931 bp upstream of start) and *min* (591 p to start) variants of the promoter. Each plasmid was injected into wild-type animals at 100 ng/μL along with a *P*_*myo-2*_*::mCherry* (50 ng/μL) co-injection marker. Fluorescence was analyzed as above.

### Epifluorescence microscopy and image analysis

Fluorescent proteins were visualized in nematodes by mounting on 2% agarose pads with 10 mM tetramisole. All animals were synchronized by alkaline bleaching and visualized at the L4 stage. Fluorescent images of transgenic animals containing the *odIs131[hif-1::gfp], P*_*pck-1*_*::Venus*, *P*_*rhy-1*_*::Venus*, and/or *P*_*myo-2*_*::mCherry* transgenes were observed using an AxioImager M1m (Carl Zeiss, Thornwood, NY). A 5X (NA 0.15), 10X (NA 0.30), or 40X (NA 1.3) PlanApo objective was used to detect fluorescence. Images were acquired with an ORCA charge‐coupled device camera (Hamamatsu, Bridgewater, NJ) by using iVision software v4.1 (Biovision Technologies, Uwchlan, PA). Exposure times were chosen to capture at least 95% of the dynamic range of fluorescent intensity of all samples. Quantification was performed by obtaining outlines of nematodes using transmitted light images. The mean fluorescence intensity within each outline was calculated (after subtracting away background coverslip fluorescence using a rolling ball filter) using Fiji/ImageJ 2.1.0/1.53c^55^. The mean of raw fluorescence intensity values did not deviate more than 15% from experiment to experiment; nevertheless, a typical line was chosen for quantification, and from 20 to 100 animals (typically 50) were analyzed and pooled from two biological replicates. Averages represent Venus/mCherry ratios for animals, with individual ratio values normalized to the mean for control animals analyzed in each experiment. All data with normal distributions were analyzed with GraphPad Prism 9.3.0, in most cases using ANOVA with Dunnett’s post hoc test correction for multiple comparisons.

### Quantitative RT-PCR to assess mRNA expression

Nematodes of relevant genotypes were age-synchronized by bleaching two 60 mm plates full of gravid animals. L4 animals were collected in M9 and washed twice, and then lysates were made using TRIzol® reagent (Ambion Life Technologies, Ref. 15596026) and the Direct-Zol™ RNA MiniPrep Plus (Zymo, Cat. R2070), both per manufacturer instructions. Within the Zymo protocol, residual DNA was removed with a DNAse treatment. Molecular biology grade water (Millipore, Cat. H2OMB0106) was used to elute mRNA. The nucleic acid concentration was measured using a spectrophotometer (Nanodrop or TecanPro), and samples were diluted with water to the same concentration prior to qRT reaction preparation.

For the assessment of *odIs131[hif-1::gfp]* mRNA expression, two sets of primers were used to assess the expression level of the endogenous *hif-1* as well as the *odIs131[hif-1::gfp]* transgene. The first set amplified a sequence in the 3’ end of all *hif-1* mRNA transcripts. The second set amplified a sequence within the *hif-1(ia4)* deletion. Average expression was typically normalized to untreated wild type and drawn from two or more independent, biological trials.

For assessment of HIF-1 target gene expression following hypoxia exposure, wild-type (N2) and *hif-1(ia4)* strains were exposed to 0 h (normoxia) and 4 h (hypoxia) of hypoxia treatment using a nitrogen-displacement hypoxia chamber (BioSpherix) pre-equilibrated to 0.5% O_2_ for at least 2 h prior to the experiment. Four biological replicates were analyzed by qRT-PCR for each genotype and condition, with 40 ng of RNA per reaction performed with the iTaq Universal SYBR® Green One-Step Kit (BioRad, Cat.1725150) and the CFX Opus 384 Real-Time PCR System (BioRad). The results were analyzed using the ΔCq method with Actin (*act-1*) as a normalization control, unless otherwise specified. Samples were always normalized to an actin control run on the same plate. Per plate, reactions were performed in duplicates, and one to three independent plate technical replicates were performed. Technical replicates within the same plate that had standard deviations >0.399 between their Cq values were discarded in the analysis. Prism (Graphpad, version 9.3.0) was used for statistical testing and data representation, with specific test details found in the respective figure legends.

Primers are listed in Supplementary Data 6. They were used at 30 nM to amplify the indicated genes of interest.

### Characterizing egg laying and egg retention

All genotypes were synchronized by alkaline bleaching and arrested at L1 stage overnight in M9 buffer. Synchronized genotypes were assayed 43–46 h after reaching the L4 stage, when embryos present within adult animals were counted using a dissection microscope. From 40 to 60 animals (typically 50) were analyzed and pooled from three biological replicates. Averages represent unlaid eggs per animal.

### ChIP-seq

ChIP-Seq was performed on L4 stage nematodes for the strains OR3349 and OR3350 by the modERN/modEncode consortium as per their standard protocol^42^. Developmental synchronization was achieved by bleaching and L1 arrest. Arrested L1s were plated on NGM plates seeded with OP50 bacteria and grown at 20 °C until the L4 stage, when they were harvested by centrifugation. The pelleted nematodes were subsequently flash-frozen in liquid nitrogen and stored at −80 °C. Pellets were thawed on ice and 750 mL of FA buffer containing protease inhibitors (Roche Cat#11697498001 Complete Protease Inhibitor Cocktail Tablet, 125 μL 100 mM PMSF, and 25 μL 1 M DTT per 25 mL FA buffer) was added, and samples were then transferred to a 2 mL KONTES dounce (Kimble Chase, Vineland, NJ). Samples were dounced on ice 15 times with the small “A” pestle for two cycles with a 1 min hold between each cycle. Samples were then dounced 15 times with the large “B” pestle for four rounds with a 1 min hold between each cycle. Samples were cross-linked with 2% formaldehyde for 30 min at room temperature and then quenched with 1 M Tris pH 7.5. Samples were then sonicated to shear chromatin into 200–800 bp DNA fragments.

For each sample, 4 mg of protein lysate was immunoprecipitated using 15 μg anti-GFP antibodies (gifts of Tony Hyman and Kevin White). The polyclonal goat IgG anti-GFP antibody was validated by Western blot of immunoprecipitated material from transgenic animals expressing AMA-1::GFP^56^. Comparisons were made to control immunoprecipitations using mouse and goat IgG, as well as comparisons to input to establish background. Similarity to native profiles were determined by comparing ChIP-seq datasets between GFP-tagged AMA-1 (Pol II) and the native protein precipitated by another antibody directly raised against native AMA-1, resulting in correlations of 0.93 and 0.95 for two biological replicates. GammaBind G Sepharose beads (GE Healthcare Life Sciences) were pre-washed and blocked in binding buffer and 0.1 mg/mL BSA. Samples were pre-cleared by adding 100 μL of 50/50 bead/buffer solution at 4 °C, followed by centrifugation. Samples of each replicate were removed and pooled to serve as total chromatin input. To each replicate, 15 μg of antibody was added to a 1:225 dilution overnight at 4 °C, followed by another overnight of incubation with the bead mix. Immunoprecipitates (IPs) were washed four times with cold lysis buffer and twice with cold TE. Pellets were resuspended in elution buffer (10 mM EDTA, 1% SDS, and 50 mM Tris-HCl pH 8) and incubated at 65 °C for 10 min. Samples were centrifuged, and supernatants were transferred to a fresh tube. Pellets were resuspended in 29% TE and 0.67% SDS and immediately centrifuged. Elution supernatants were combined and incubated at 65 °C with mild shaking overnight. Chromatin input samples were incubated at 60 °C with mild shaking overnight following the addition of Proteinase K and SDS to final concentrations of 0.1 mg/mL and 0.01%, respectively. The next day, inputs were incubated at 70 °C for 20 min. Proteinase K was added to each IP and incubated at 50 °C for 2 h. RNaseA was added to the chromatin input to a concentration of 0.017 mg/ml and incubated at 37 °C for 2 h. DNA was purified with MinElute columns (QIAGEN, Valencia, CA), eluting in 13 μL (elution buffer provided with MinElute kit). An additional 48 μL EB was added to input samples after purification. Samples were stored at −20 °C.

The enriched DNA fragments and input control (genomic DNA from the same sample) for two biological replicates were used for library preparation and sequencing. Samples were converted into libraries and multiplexed using the Ovation Ultralow DR Multiplex Systems 1–8 and 9–16 (NuGEN Technologies, San Carlos, CA) following the manufacturer’s protocol, except that QIAGEN MinElute PCR purification kits were used to isolate the DNA. Briefly, 1 μL of input DNA and 10 μL of IP DNA was used to prepare sequencing libraries using NuGEN Ultralow library kits. Samples were prepared according to the manufacturer’s protocol. Sequencing was performed on the Illumina HiSequation 2000/2500/4000, resulting in a range of 6.5–14.1 M single-end reads for input and both replicates for OR3349 and OR3350. Phred scores ranged from 32 to 38 out to at least 47 bases for all samples.

The Illumina sequencing data were aligned to the reference genome using the Burrows–Wheeler Aligner (BWA). Data were aligned to genome version WS245. A range of 40.4–85% of reads aligned. Peak regions significantly enriched in aligned reads were called by the SPP ChIP-seq processing pipeline standard for modERN/ModENCODE^42,57^. Peaks above an irreproducibility discovery rate (IDR) of 0.1% were used to generate final peak sets. Lowest enrichment values for OR3349 and OR3350 were 93.8 and 50.8, respectively. A broad outline of the modERN/ENCODE approach can be obtained here: https://www.encodeproject.org/pipelines/ENCPL631XPY/. Analysis tools can be obtained at GitHub: https://github.com/ENCODE-DCC/chip-seq-pipeline2/releases/tag/v1.3.5.1.

### RNA-seq

Developmentally synchronized animals were obtained by hypochlorite treatment of gravid adults and embryos hatched overnight for 15–17 h in M9. Starvation-arrested L1s were plated on NGM plates and grown at 20 °C until L4 stage. Total RNA was isolated from animals using Trizol (Invitrogen) combined with Bead Beater lysis in four biological replicates for each genotype. An mRNA library (single-end, 50-bp reads) was prepared for each sample/replicate using Illumina Truseq with PolyA selection (Genewiz or RUCDR). Libraries were sequenced across two lanes on an Illumina HiSeq2000 (GeneWiz) or an Illumina HiSeq 2500 in Rapid Run Mode (RUCDR), resulting in a range of 38–58 M single-end reads per sample, with peak mean phred scores of 39. Reads were mapped to the *C. elegans* genome (WS245) and gene counts generated with STAR 2.5.1a. A range of 88–91% of reads aligned. Normalization and statistical analysis on gene counts were performed with EdgeR using generalized linear model functionality and tagwise dispersion estimates. Multidimensional Scaling analysis showed tight clustering within four biological replicates, with a clear separation between genotypes in which HIF-1 is active versus inactive. Likelihood ratio tests were conducted in a pairwise fashion between genotypes with a Benjamini and Hochberg correction. Transcriptomes of L4-stage animals under aerobic conditions were compared in genotypes in which HIF-1 is active, including both *egl-9(sa307)* mutants and *egl-9(sa307); hif-1(ia4); odIs131[hif-1::gfp]* mutants, as well as genotypes in which HIF-1 is inactive, including both wild type and *egl-9(sa307); hif-1(ia4)* double mutants. Genes were considered to be HIF-1-dependent if they were differentially expressed with an FDR < 0.01 in the same direction (up or down) in all four of the following pairwise comparisons: (1) *egl-9* vs. N2; (2) *egl-9* vs. *egl-9 hif-1*; (3) *odIs131; egl-9* vs. N2; (4) *odIs131; egl-9* vs. *egl-9 hif-1*. RNA-seq datasets are available at NIH/NCBI GEO through accession number GSE173581.

### Identification of direct targets using BETA basic and LOA

Two pairwise RNA-seq comparisons (wild-type vs. *egl-9* single mutants, and wild type vs. *egl-9 hif-1* double mutants rescued by the *odIs131* transgene) were analyzed, measuring differential gene expression for the same genes in both comparisons. Taking a conditional approach, the information from the first comparison (wild-type vs. *egl-9* single mutants) was examined to see if it affected interpretation in the second (wild-type vs. *egl-9 hif-1* double mutants rescued by the *odIs131* transgene). Using the approach of Luperchio et al.^40^, the genes in the second comparison were split into two groups, conditional on the results in the first comparison, with one group comprising genes found to show differential expression in the first comparison, and the second group comprising genes found not to show differential expression. To estimate which genes were differentially regulated, an FDR of 0.01 was used to generate an overlapping list between the two comparisons, which was termed LOA Combo 1. An identical conditional approach was used to ask whether the information from a comparison from a separate experiment (*egl-9 hif-1* double mutants vs. *egl-9* single mutants) affected interpretation in a second comparison (*egl-9 hif-1* double mutants vs. *egl-9 hif-1* double mutants rescued with the *odIs131* transgene) from that experiment. Overlapping lists between these two comparisons were termed LOA Combo 2. BETA basic was used to identify potential direct targets for HIF-1 for the WS245 annotation of the *C. elegans* genome^41^. The following parameters were used: 15 kb from TSS, FDR cutoff of 0.01 and one-tail KS test cutoff of 0.01. The input files consisted of.bed files of IDR thresholded peaks and differential expression Log_2_FC and FDR values for the overlap (intersection) between LOA Combo 1 and Combo 2. The HIF-1 peak/gene combinations identified this way were labeled “LOA/BETA.” Analysis tools can be obtained at GitHub: https://github.com/shahlab/hypoxia-multiomics.

In a separate analysis, the overlap of the four pairwise RNA-seq comparisons was obtained without the benefit of LOA analysis (i.e., the simple intersection of the four lists of genes satisfying the FDR cutoff of 0.01 for each list). The overlapping list was used in a BETA analysis, as above, to identify potential direct targets for HIF-1. The HIF-1 peak/gene combinations identified this way were labeled “BETA only”.

### Motif identification and enrichment

The sequences for the middle of each ChIP-Seq peak (+/− 100 bp, repeat masked with N) were extracted from the UCSC Genome Browser and entered into the MEME-Chip tool v5.4.1 at meme-suite.org^58^. The following parameters were used: JASPA2018 Core Vertebrate Database (non-redundant), motif width from 6 to 15 bp, 1st order background model, STREME cutoff of 0.05.

### Identification of transcription factor occupancy at HIF-1 binding sites

Binding site coordinates (IDR Thresholded peaks, FDR < 0.01) for all transcription factors for which ChIP-seq was conducted at the L4 stage were obtained from the modENCODE repository^38^. In order to determine the number of instances these peaks overlapped with the HIF-1 ChIP-seq peaks for OR3350, we developed an R script that is available at https://github.com/shahlab/hypoxia-multiomics.

### Metabolomics

Liquid chromatography and mass spectrometry (LC-MS) were used to obtain metabolomic profiles of L4 stage wild type and *egl-9(sa307)* mutants under aerobic conditions, examining 558 metabolites in nine independent biological replicates. All genotypes were age-synchronized by alkaline bleaching, and arrested L1 larvae were plated on 100-mm plates containing standard NGM media with OP50. Animals were grown at 20 °C until L4 stage, at which point they were washed into 50 ml conical bottom tubes and allowed to settle for 15 min. Animals were then washed with 3 ×40 mL sterile M9 and centrifuged at 2000 rpm for 5 min. Five hundred μL of the final pellet was transferred to a 15-mL conical bottom tube and flash-frozen in liquid N_2_ and stored at −80 °C until sent to Metabolon (Metabolon Ltd) for metabolomic processing. Samples were extracted with methanol, and each extract was divided into four fractions: two for analysis by two separate reverse phase (RP)/UPLC-MS/MS methods with positive ion mode electrospray ionization (ESI), one for analysis by RP/UPLC-MS/MS with negative ion mode ESI, and one for analysis by HILIC/UPLC-MS/MS with negative ion mode ESI. Raw data were extracted and peak-identified using custom software (Metabolon), then compared to a library based on authenticated standards. Statistical analysis was performed using R in ArrayStudio (Welch’s *t* test, corrected for multiple comparisons).

### Paraquat survival assay

Paraquat sensitivity was performed according to the acute paraquat sensitivity assay described in Senchuk et al.^59^. Animals were placed at the L4 stage at 20 °C and survival was counted every hour until all animals were dead. From 20 to 100 animals (typically 50) per strain per trial were used for the assays, with average percent of animals surviving for 15 h drawn from five independent, biological trials.

### Hypoxia survival assays

The *pck-1* null mutants were viable under aerobic conditions, most likely because two other PEP carboxykinases, *pck-2* and *pck-3*, compensate for baseline function. Neither *pck-2* nor *pck-3* showed HIF-1-dependent regulation, suggesting *pck-1* is a specific HIF-1-induced isoform.

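Neither *pck-2* nor *pck-3* rose in any of the 4 comparisons at an FDR under 0.01, although both encode the same type of enzyme as *pck-1*, phosphoenolpyruvate carboxykinase. For *pck-2*, on chromosome I from 7866136 to 7872100 (WBcel235), the log2 fold change in the authors' deposited table was -0.36 in *egl-9* against wild type (FDR 0.064, edgeR) and 0.36 against *egl-9 hif-1* (FDR 0.096). In OR3350 the authors' deposited table gives -0.24 (FDR 0.34) and 0.48 (FDR 0.013) for *pck-2*, and the last passed among genes with a mean log2 CPM of at least 0 (adjusted p = 0.0078). *pck-3*, on chromosome IV from 5896641 to 5899112, was lower in *egl-9* than in wild type, at -0.57 in the authors' deposited table (FDR 2.1e-04), and at -0.22 against *egl-9 hif-1* (FDR 0.28). In OR3350 the authors' deposited table gives -0.84 against wild type (FDR 2.6e-08) and -0.50 against *egl-9 hif-1* (FDR 0.0026) for *pck-3*. The difference between *egl-9 hif-1* and wild type, computed here from these values, was -0.72 for *pck-2* (approximate z test, adjusted p = 1.1e-04) and -0.35 for *pck-3* (adjusted p = 0.073).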

For hypoxia starvation, M9 solution was pre-equilibrated with 0.5% O_2_ for at least an hour. Nematodes were grown on standard NGM plates with food. Age-synchronized L4 animals (*n* ≥ 20) were then collected from plates, washed with M9 buffer, and then incubated with hypoxic M9 solution in capped tubes at 20 °C for the indicated time. FUdR (5-fluoro-2-deoxyuridine, VWR 102573-230) was added at a final concentration of 50 μM to prevent the production of progeny, which would interfere with the assay. After hypoxia starvation, nematodes were collected by centrifugate and returned to standard NGM plates under normoxia for 24 h to allow recovery. Survival of animals was counted by assessing movement and response to gentle touch by a platinum wire pick. From 20 to 100 animals (typically 50) per trial were used for the assays, with average percent of animals surviving for 48 h drawn from four independent, biological trials. A separate set of control (normoxic) animals were analyzed in the same fashion, but not exposed to hypoxia.

For embryonic survival under hypoxia, we used a previously published protocol^29^. Age-synchronized nematodes were grown on standard NGM plates with food until they reached 48 h past L4 stage, when they were lysed by hypochlorite treatment to release their in utero embryos. Embryos were placed on new NGM plates with food, counted, then exposed to a pre-equilibrated (0.5% O_2_) hypoxia chamber for 24 h at 25 °C. Following hypoxia treatment, the plates were removed from the chamber and incubated under normoxic conditions for an additional 24 h at 25 °C. The number of unhatched embryos was counted to calculate the survival rate. From 50 to 100 embryos per trial were used for the assays, with average percent of embryos surviving drawn from six independent, biological trials. A separate set of control (normoxic) animals were analyzed in the same fashion, but not exposed to hypoxia.

### Fixation of OP50 *E. coli*

Paraformaldehyde-fixed OP50 was prepared as previously described^49^. Cultures of OP50 bacteria were grown at 37 °C with shaking in 250 mL Erlenmeyer flasks for 16 h. Freshly made paraformaldehyde stock solution was added to obtain a final concentration of 0.25%. Treated bacteria were further incubated at 37 °C with shaking for 1 h, then transferred to 50 mL conical tubes using sterile serological pipettes. Samples were centrifuged at 2500×*g* for 30 min. The supernatant was removed and 25 mL of LB was used to wash the pellet, followed by re-centrifugation for a total of four times. Pellets from washed samples were resuspended in a reduced volume of fresh LB, concentrating the media two-fold. Control (i.e., live, unfixed) cultures were prepared in an identical manner, but without the addition of paraformaldehyde. Ten microliters of the bacteria were serially diluted in a total 100 μL volume of LB 12 times. Fifty microliters from each dilution were then spread onto LB agar plates and incubated overnight at 37 °C. The number of colony-forming units (CFUs) was determined by counting the number of colonies per plate and factoring in the spread volume and dilution factor. In four independent experiments, fixation reduced the number of CFUs by at least 10 and up to 12 orders of magnitude. The bacterial cultures were used to seed NGM plates (200 μL/plate), which were allowed to dry 2 days before use.

### Metabolite and antioxidant supplementation

For the paraquat survival and hypoxia-starvation assays, nematodes were grown on standard NGM plates containing the supplement prior to collection at the L4 stage for the assay. For the hypoxia embryo survival assay, the parents of the embryos were grown on the supplement plates throughout their lifespan. The supplements included 10 mM glycolate (Sigma CDS000626), sodium pyruvate (Sigma P2256), N-acetyl-L-cysteine (Sigma A7250), or phosphoenol pyruvic (PEP) acid trisodium salt (VWR IC15187283). The same protocol was then followed as above for each assay. No supplement was included in the recovery plates.

### Lifespan analysis

*C. elegans* strains were grown at 20 °C on food for at least two generations before the experiments. For synchronization, 20–30 gravid, well-fed adults were transferred to a new NGM plate with live *E. coli* OP50-1 bacteria to lay eggs for 4–5 h, and then removed. Progeny hermaphrodite animals were maintained at 20 °C until the late L4 larval stage, and lifespan assays were counted as days after L4 stage. Animals were transferred away from their progeny to fresh OP50-seeded plates every 1–2 days until the end of their reproductive period. Survival analyses were performed using the Kaplan–Meier method, and the significance of differences between survival curves calculated using the log-rank test. Animals that showed defects due to aberrant vulval development or egg laying (e.g., bursting at the vulva, bagging, etc.) or desiccated on the side of the dish were censored at the time of their demise. Three independent biological replicates were performed; all three gave the same mean lifespan. A representative curve with the least number of censored animals was graphed.

### Human HIF1A transcriptomics meta-analysis

Salmon-generated transcript counts from ref. 60 were filtered for studies that had at least two or more replicates. Differential gene expression analysis using DESeq2 was then performed on the resulting filtered list of 32 studies. Human genes were deemed consistent if they were upregulated with a *q*-value <0.05 in the datasets from at least 15 studies. Expression correlation and fold-change heatmaps were generated using ggpubR() and pheatmap(). The code used to generate these figures can be found at https://github.com/shahlab/hypoxia-multiomics.

### Statistical analysis

Simple calculations were done in MS Excel v16.64. Data for phenotypic analysis (e.g., survival assays, lifespan assays, egg retention assays, qRT-PCR measurements, and individual animal fluorescence measurements) were analyzed using GraphPad Prism 9.3.0. Larger datasets (e.g., RNA-seq, ChIP-seq, metabolomics) were analyzed with scripts written in R or as otherwise indicated above. Where possible, researchers were blind to genotype or experimental treatment. Statistical tests were as indicated in the figures; two-sided tests were used unless otherwise indicated. Data were tested for normality using Kolmogorov–Smirnov and adjusted for multiple comparisons as indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

ChIP-seq datasets are available at NIH/NCBI GEO through accession number GSE7173333. The input file for OR3349 was GSM5266000, whereas the two replicates for OR3349 were GSM5266001 and GSM5266002. The input file for OR3350 was GSM5266003, whereas the two replicates for OR3350 were GSM5266004 and GSM5266005. BED files can be obtained and viewed using the UCSC browser at https://tinyurl.com/4pxu6vvv. Files for RNA-seq datasets are available at NIH/NCBI GEO through accession number GSE173581 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173580]. The files GSM5271168, GSM5271169, GSM5271176, and GSM527117 contain data for four independent biological replicates for N2 wild-type nematodes. The files GSM5271170, GSM5271171, GSM5271178, and GSM5271179 contain data for four independent biological replicates for *hif-1(ia4)* mutant nematodes. The files GSM5271172, GSM5271173, GSM5271180, and GSM5271181 contain data for four independent biological replicates for *egl-9(sa307)* mutant nematodes. The files GSM5271174, GSM5271175, GSM5271182, and GSM5271183 contain data for four independent biological replicates for *egl-9(sa307) hif-1(ia4)* mutant nematodes. The files GSM5271184, GSM5271185, GSM5271186, and GSM5271187 contain data for four independent biological replicates for OR3350 nematodes. The SuperSeries file of the above subfiles is available at GSE173581. *C. elegans* ModENCODE datasets can be obtained at http://www.modencode.org/publications/worm_2010pubs/index.shtml.  Source data are provided with this paper.

## Source data

Source Data

## Code availability

A broad outline of the modERN/ENCODE approach for identifying transcription factor ChIP-seq sites can be obtained here: https://www.encodeproject.org/pipelines/ENCPL631XPY/. Analysis tools specifically used for identifying HIF-1 ChIP-seq sites can be obtained at GitHub: https://github.com/ENCODE-DCC/chip-seq-pipeline2/releases/tag/v1.3.5.1. The code used to generate the human meta-analysis and HOT site figures can be found at https://github.com/shahlab/hypoxia-multiomics and duplicated at 10.5281/zenodo.7076424.

# Supplementary material for: The hypoxia response pathway promotes PEP carboxykinase and gluconeogenesis in C. elegans
**Source:** Nat Commun. 2022 Oct 18;13:6168. doi: 10.1038/s41467-022-33849-x
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION

Title: The Hypoxia Response Pathway Promotes PEP Carboxykinase And Gluconeogenesis In *C. elegans*

Authors: Mehul Vora, Stephanie M. Pyonteck, Tatiana Popovitchenko, Tarmie L. Matlack, Aparna Prashar, Nanci S. Kane, John Favate, Premal Shah, and Christopher Rongo

**SUPPLEMENTARY FIGURE 1**	**2**
**SUPPLEMENTARY FIGURE 2**	**4**
**SUPPLEMENTARY FIGURE 3**	**6**
**SUPPLEMENTARY FIGURE 4**	**8**
**SUPPLEMENTARY FIGURE 5**	**10**
**SUPPLEMENTARY FIGURE 6**	**12**
**SUPPLEMENTARY FIGURE 7**	**14**
**SUPPLEMENTARY FIGURE 8**	**16**
**SUPPLEMENTARY FIGURE 9**	**18**

Supplementary Figure 1

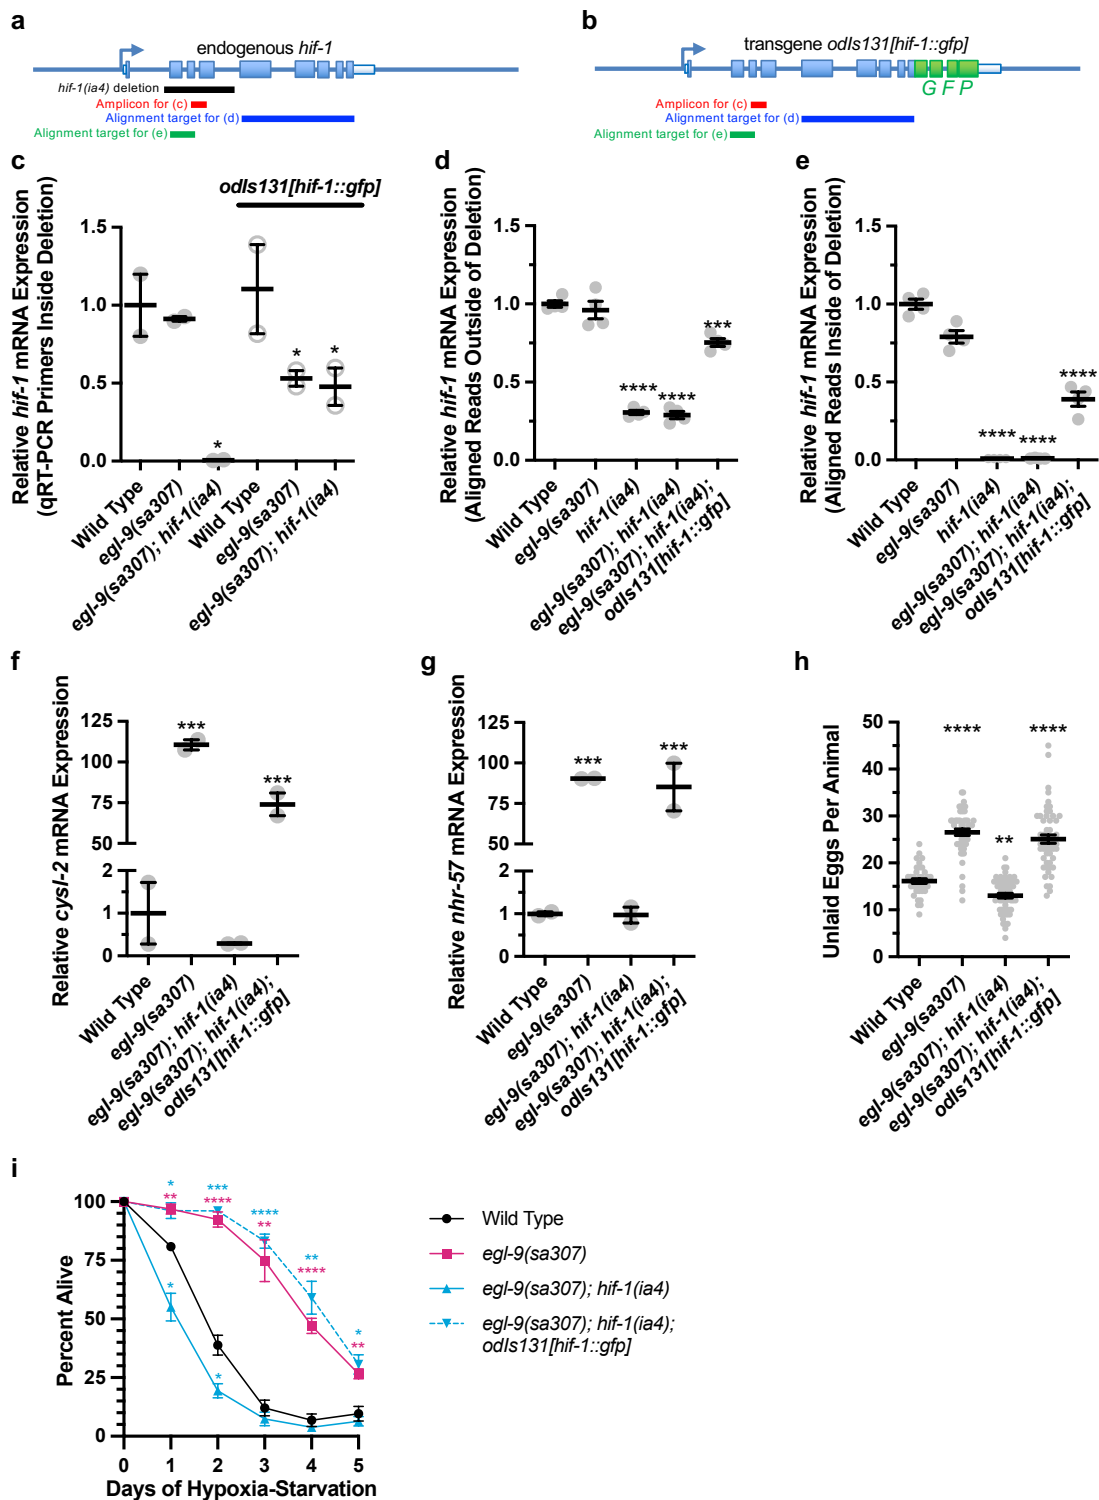

Supplementary Figure 1 Legend. The *odls131[hif-1::gfp]* transgene behaves like endogenous *hif-1*.

Diagrams of the (a) *hif-1* locus and the (b) *odls131[hif-1::gfp]* transgene. Arrows indicate TSS. Boxes indicate exons. Black bar indicates sequences deleted in *hif-1(ia4)*. Red bar indicates qRT-PCR amplicon in (c). Blue and green bars indicate the sequence targets to which RNA-seq reads were aligned in (d) and (e), respectively. (c-e) Relative *hif-1* mRNA expression levels determined by (c) qRT-PCR or (d,e) RNA-seq read counts per total million reads in the indicated background. Primers in (c) anneal to sequences inside the *hif-1(ia4)* deletion and thus only detect transgenic *hif-1* transcripts in the *egl-9(sa307); hif-1(ia4); odls131[hif-1::gfp]* background. RNA-seq reads were aligned to (d) exons 5-9 outside of the deletion (thus measuring both wild-type transcripts and transcripts containing the deletion), or (e) exons 2-3 inside of the deletion (thus measuring only wild-type transcripts). The *odls131[hif-1::gfp]* transgene inserted on the X chromosome; its expression level is consistent with X-linked dosage compensation. All expression is normalized to wild type. (f,g) Relative mRNA levels for the indicated HIF-1 target genes in the indicated genotypes determined by qRT-PCR. (h) Average number of unlaidd eggs *in utero* per animal for the indicated genotype (n=40-55 animals). (i) Average percent of animals alive on the given day of exposure to hypoxia without food (n=5 trials, 50-120 animals per trial, starting with L4 stage as day 0). All other experiments were under normoxia. Results in (d-g) demonstrate that the *odls131[hif-1::gfp]* transgene is sufficient to conduct HIF-1 physiological functions when expressed at the level of endogenous *hif-1*, which is expected given that all reported *hif-1* mutant phenotypes are recessive. Error bars indicate mean $\pm$ SEM. Number of biological replicates for (c), (d), (e), (f), and (g) were 2, 4, 4, 2, and 2, respectively. For (h), the number of animals scored for egg laying were 40 for wild type, 51 for *egl-9(sa307)*, 55 for *egl-9(sa307) hif-1(ia4)*, and 54 for *egl-9 hif-1* rescued with *odls131*. ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05 compared to wild type using ANOVA/Dunnett's multiple comparison two-sided test.

Supplementary Figure 2

a

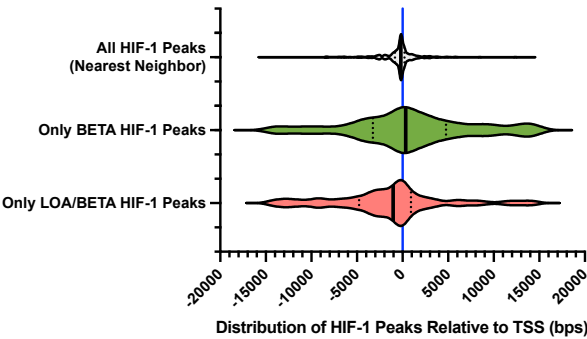

b

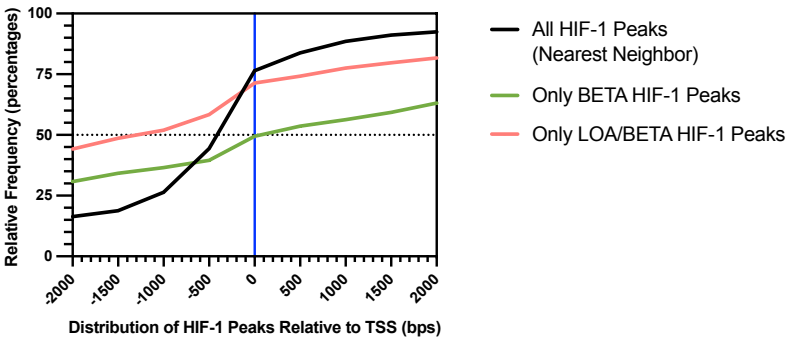

c

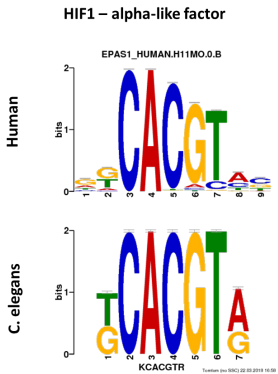

Supplementary Figure 2 Legend. HIF-1 binding sites contain HRE sequences and are located near genes.

(a) Violin plot of the number of HIF-1 binding sites (ChIP-seq peaks) against the distance of those peaks from the TSS of either the nearest genes to all HIF-1 peaks (gray), the target genes identified by BETA analysis (green), or the target genes identified by LOA combined with BETA analysis (red). (b) Cumulative probability distribution of the HIF-1 bindings site, as per (a), focused around to 2 kb up and downstream of the TSS (indicated by the vertical blue line at point 0 on the x-axis). Targets identified with the nearest-neighbor approach cluster within about 500 bps of the TSS, whereas BETA or the combination of LOA and BETA identify more distal targets within about 15 kb range of the TSS. The nearest neighbor and LOA/BETA analysis showed a bias towards upstream sites. Vertical solid lines in the violin plots indicate mean, whereas vertical dotted lines indicate quartiles. Horizontal dashed line in (b) indicates the midpoint of the frequency distribution for reference. (c) Consensus HRE sequences identified by MEME-Suite in humans and enriched in all HIF-1 ChIP-seq peaks in *C. elegans* ChIP-seq sequences.

Supplementary Figure 3

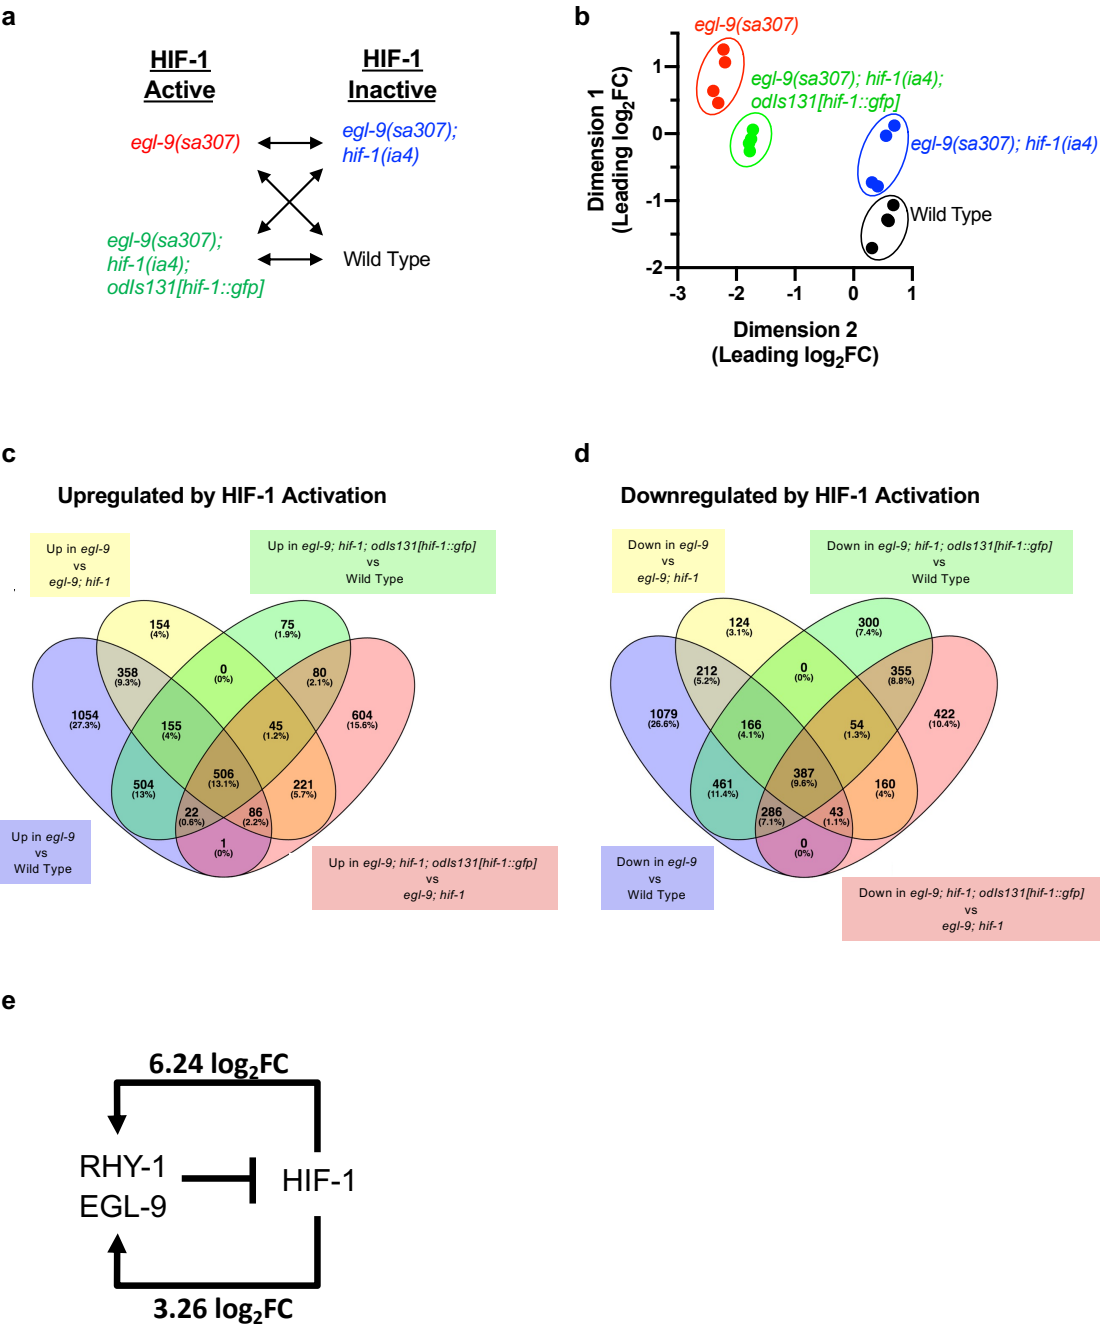

Supplementary Figure 3 Legend. RNA-seq of several genotypes identifies high-confidence targets.

(a) The four different pairwise comparisons of RNA-seq expression data used to identify genes whose expression is changed when HIF-1 is active versus inactive under aerobic conditions. (b) Multidimensional Scaling analysis of RNA-seq gene expression data for four replicates each of four different genotypes. (c-d) Venn diagrams of the number (and percentage of total) of genes with significant differential expression in the indicated pairwise comparison. (c) Genes that are upregulated when HIF-1 is active. (d) Genes with downregulated expression when HIF-1 is active. (e) The genes *egl-9* and *rhy-1*, which are negative regulators of HIF-1, are some of the strongest upregulated targets of HIF-1, highlighting the importance of negative feedback regulation in the pathway.

Supplementary Figure 4

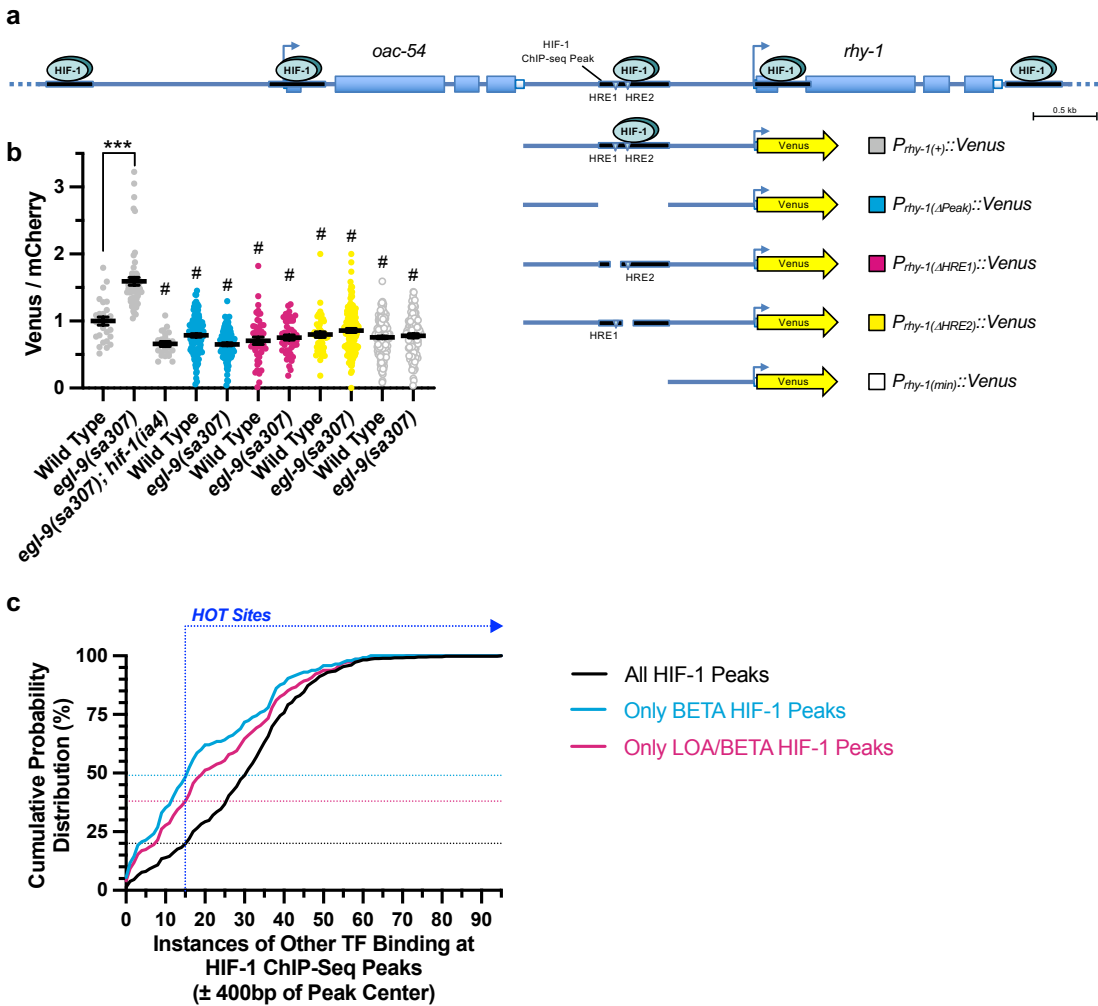

Supplementary Figure 4 Legend. Validation of HIF-1 target genes identified by LOA and BETA.

(a) Cartoon of the *rhy-1* locus and the different Venus-based promoters used to examine its regulated expression. Boxes indicate exons. Arrows indicate the TSS. The ovals and black lines beneath them indicate HIF-1 and the HIF-1 binding site identified by ChIP-seq, respectively. The inverted triangles indicate the sites of the HRE motif. The yellow arrow indicates sequences encoding the fluorescent Venus reporter. The *oac-54* gene is nearby this cluster of HIF-1 binding sites and also shows HIF-1-dependent regulation. (b) Graph of Venus/mCherry fluorescence ratios for the indicated genotype under normoxia. Dot color indicates specific reporter as per legend on right side of panel A. Error bars indicate mean $\pm$ SEM. *** $p < 0.001$ ANOVA/Dunnett's Multiple Comparison two-sided test compared to wild type. # $p < 0.001$ ANOVA/Dunnett's Multiple Comparison two-sided test compared to *egl-9(sa307)*. The number of animals scored for fluorescence for each column (left to right): 27, 59, 24, 118, 97, 46, 47, 47, 142, 189, and 106. (c) Cumulative probability distribution measuring the number of HIF-1 binding sites (ChIP-seq peaks) against the number of other transcription factors known to bind to each site's region of the genome (within 400 bps of each ChIP-seq peak center). The black line indicates all HIF-1 binding sites, whereas the cyan and magenta lines indicate HIF-1 binding sites identified by BETA analysis alone or a combination of LOA and BETA, respectively. The blue dotted line indicates high occupancy target (HOT) sites determined by modENCODE. The black dotted line indicates the point in the probability distribution (20%) at which all HIF-1 peaks begin to overlap with HOT binding sites for 15 or more TFs. The cyan dotted line indicates the point in the probability distribution (49%) at which HIF-1 peaks identified by BETA analysis only begin to overlap with HOT sites. The magenta dotted line shows a similar point (38%) for only LOA/BETA HIF-1 peaks.

Supplementary Figure 5

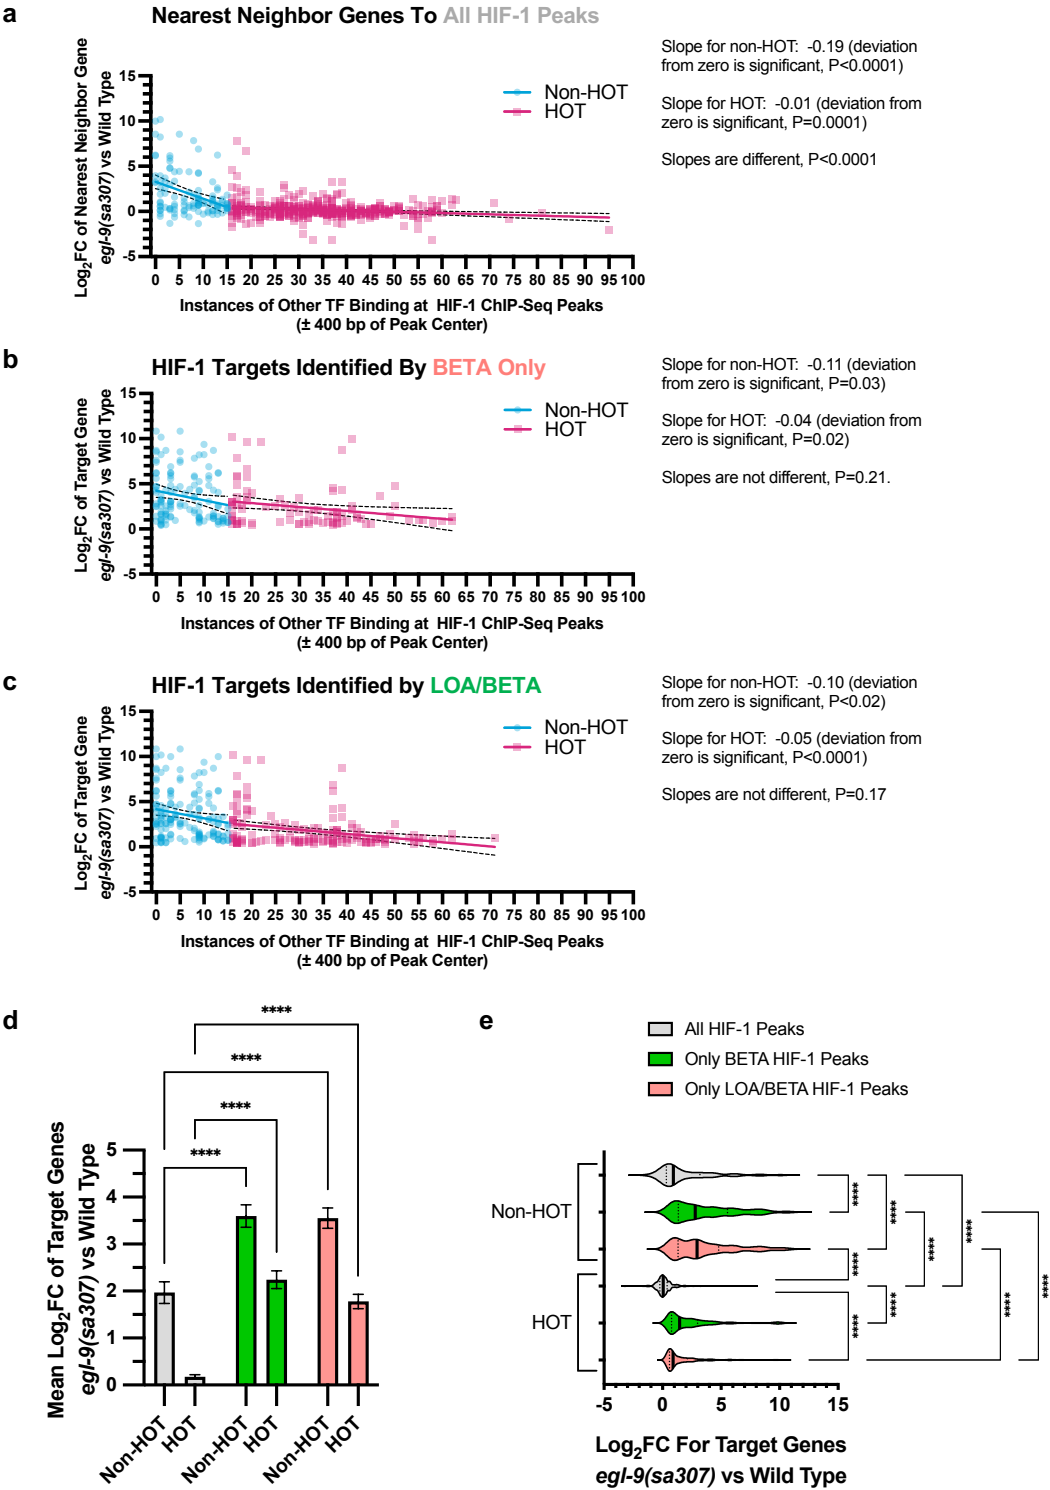

Supplementary Figure 5 Legend. LOA and BETA Can Distinguish Functional From Non-functional HOT sites.

(a-c) Graphs of $\log_2$ fold change (plotted on the ordinate) in mRNA levels in *egl-9(sa307)* mutants versus wild type for individual target genes (dots) associated with individual HIF-1 binding sites (ChIP-seq peaks). Cyan dots are target genes associated with a non-HOT site HIF-1 ChIP-seq peak (i.e., a site at which fewer than 15 other transcription factors (TFs) are known to bind). Magenta dots are target genes associated with a HOT site HIF-1 ChIP-seq peak (i.e., a site at which 15 or more other TFs are known to bind). The abscissa indicates the number of TFs for each site. Linear regression was performed separately for HOT sites and non-HOT sites, with slopes and statistical parameters indicated to the right of each graph. Dotted lines flanking the curve fit indicate the 95% confidence interval. Target genes were identified as either (a) nearest neighbor gene for all HIF-1 binding sites (peaks), (b) target genes identified by the BETA algorithm only, or (c) target genes identified by a combination of BETA and LOA. (d) Graph of the mean differential regulation observed for target genes identified as nearest neighbor to all sites (gray bars), targets identified by BETA only (green bars), or targets identified by LOA and BETA combined (red bars). Error bars indicate mean $\pm$ SEM. (e) Violin plots, using the same color coding in (d), of histograms counting the number of HIF-1 target genes showing the differential expression indicated along the abscissa. Target genes in (d) and (e) are separated based on whether their HIF-1 peak is a HOT site or non-HOT site. Solid line indicates median, whereas dotted lines indicate quartiles. **** $p < 0.0001$, ANOVA/Kruskal-Wallis Multiple Comparison two-sided test for the indicated comparisons. Nearest neighbors for all HIF-1 binding sites on average only show differential gene expression for non-HOT sites, whereas the average gene neighboring a HOT site shows little differential regulation. By contrast, target genes identified for both HOT and non-HOT sites using BETA only or BETA in combination with LOA show differential gene expression.

Supplementary Figure 6

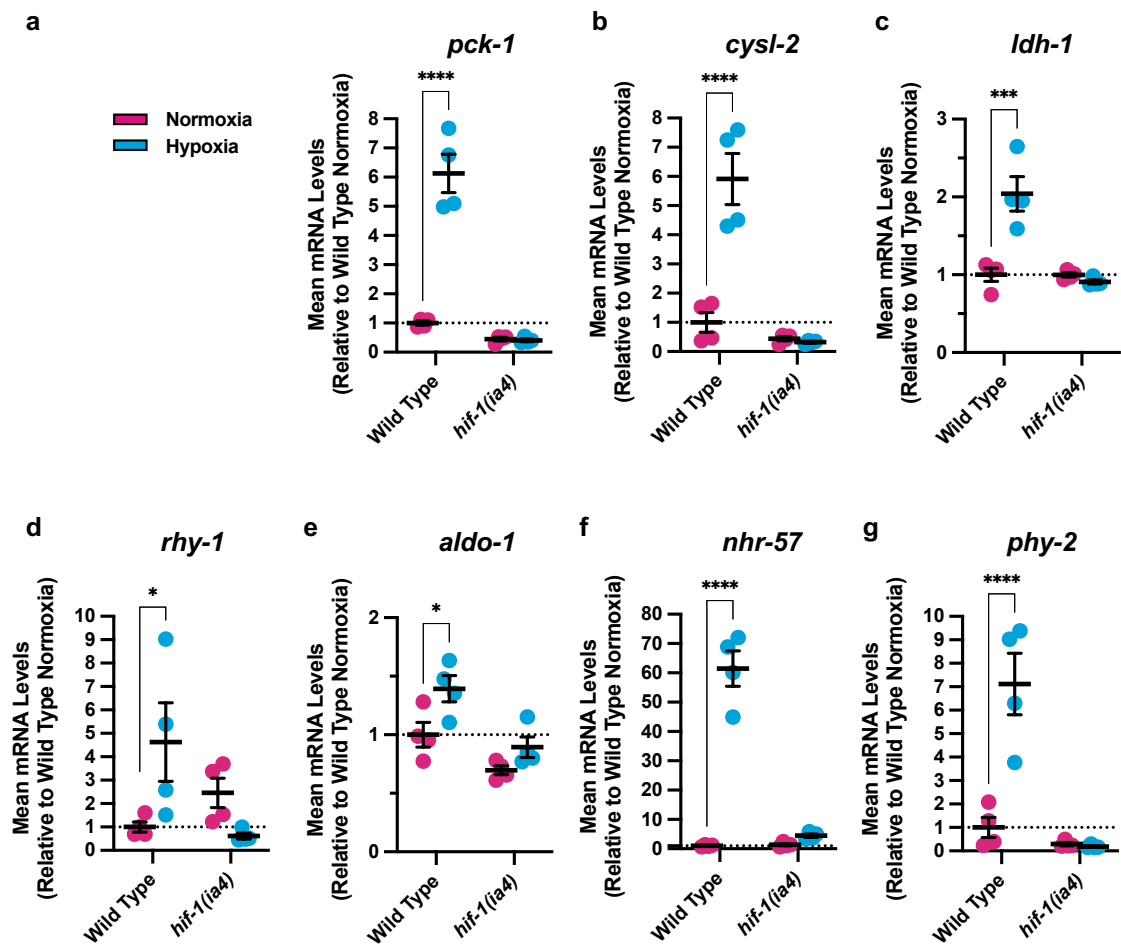

Supplementary Figure 6 Legend. Hypoxia induces the expression of identified HIF-1 targets.

Mean mRNA transcript levels (relative to an actin control) for the given genotypes (indicated along the abscissa) and oxygen conditions (indicated by dot color in the legend, with magenta for normoxia and cyan for 4 hours of 0.5% oxygen hypoxia) as determined by qRT-PCR. The specific gene transcript measured is indicated above each graph: (a) *pck-1*, (b) *cysl-2*, (c) *ldh-1*, (d) *rhy-1*, (e) *aldo-1*, (f) *nhr-57*, and (g) *phy-2*. Data values are normalized to the wild-type normoxic value, which is indicated by a horizontal dotted line. For all graphs, error bars indicate mean $\pm$ SEM. **** $p < 0.0001$, *** $p < 0.001$, ** $p < 0.01$, * $p < 0.05$ ANOVA/Sidak's multiple comparison two-sided test between oxygen conditions. Four biological replicates were analyzed for each gene.

Supplementary Figure 7

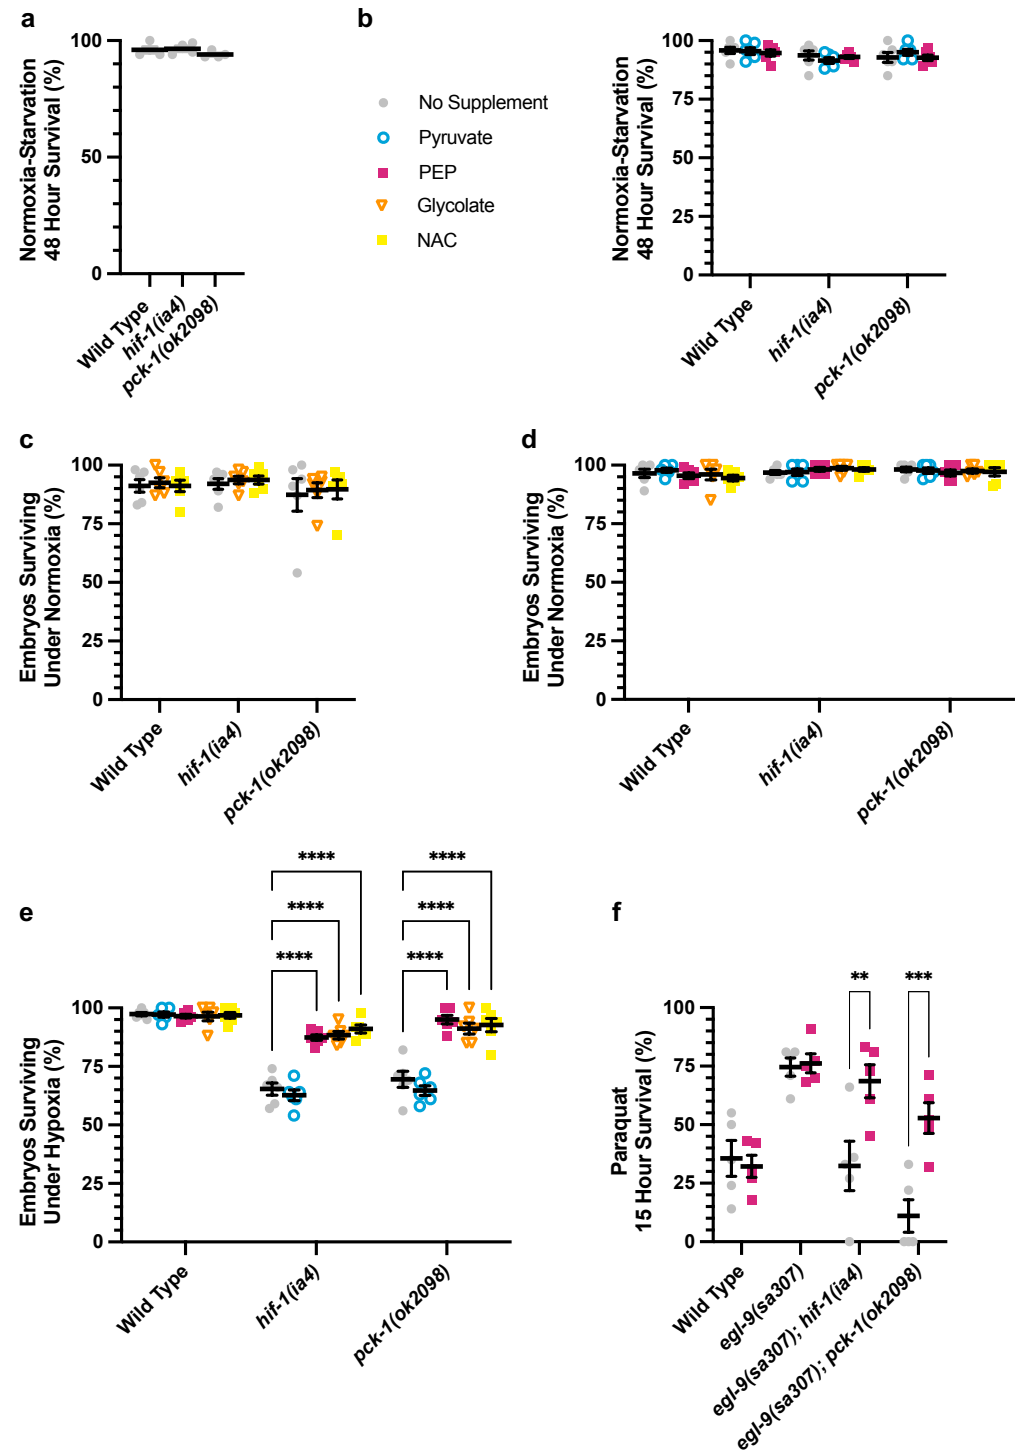

Supplementary Figure 7 Legend. PCK-1 and PEP are required for hypoxia and oxidative stress survival.

(a) Percent of L4-stage animals, grown on fixed *E. coli*, to survive liquid culture without food but with normal oxygen levels (48 hours at 25 °C, with 24 hour recovery at 20°C). (b,c) Percent of embryos, obtained from animals grown on fixed *E. coli*, to survive 24 hours of normoxia at 25°C, with 24 hour recovery at 20°C. Colored symbols (applicable for symbol shapes and colors in all graphs in the figure) indicate the presence of either the indicated metabolite or antioxidant supplement. (d,e) Percent of embryos, obtained from animals grown on live *E. coli*, to survive either (d) 24 hours of normoxia or (e) 24 hours of hypoxia at 25°C, with 24 hour recovery at 20 °C. (f) Percent of L4-stage animals to survive paraquat (200 mM, 15 hours, 20 °C, on plates with food). Error bars indicate mean $\pm$ SEM. **** $p < 0.0001$, *** $p < 0.001$, ** $p < 0.01$, * $p < 0.05$ ANOVA/Sidak's multiple comparison two-sided test between each supplement and the no-supplement control. Data for each column in (a) represents 4 biological replicates, (b-e) represents 6 biological replicates, and (f) represents 5 biological replicates, typically 20-100 animals per replicate.

Supplementary Figure 8

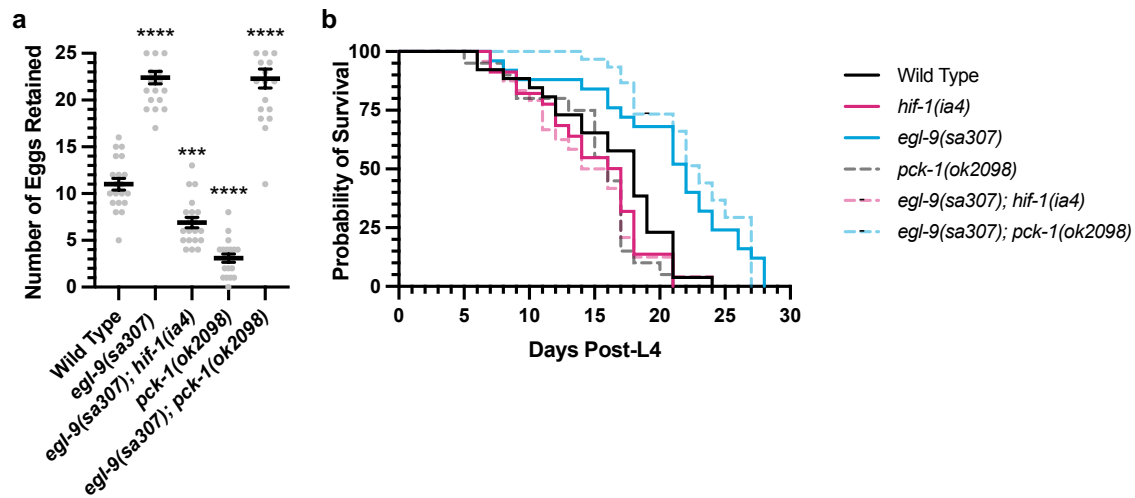

c

condition	chi	pvalue	FDR
Wild Type v.s. <i>hif-1(ia4)</i>	2.04	0.1535	0.7674
Wild Type v.s. <i>egl-9(sa307)</i>	12.65	0.0004	0.0019
Wild Type v.s. <i>egl-9(sa307); hif-1(ia4)</i>	2.04	0.1531	0.7655
Wild Type v.s. <i>egl-9(sa307); pck-1(ok2098)</i>	21.51	0.0000035	0.000018
Wild Type v.s. <i>pck-1(ok2098)</i>	1.09	0.2966	1
<i>egl-9(sa307)</i> v.s. <i>egl-9(sa307); pck-1(ok2098)</i>	0.27	0.605	1

condition	Censored	Deaths	Median Survival (Days)
Wild Type	4	26	18
<i>hif-1(ia4)</i>	8	22	17
<i>egl-9(sa307)</i>	5	25	22
<i>pck-1(ok2098)</i>	0	20	16
<i>egl-9(sa307); hif-1(ia4)</i>	6	24	15
<i>egl-9(sa307); pck-1(ok2098)</i>	12	18	23

Supplementary Figure 8 Legend. PCK-1 is not required for the egg laying or lifespan phenotypes of *egl-9* mutants.

(a) Average number of unlaidd eggs *in utero* per animal for the indicated genotype (n=40-55 animals) under normoxia. ****p<0.0001, ***p<0.001, ANOVA/Dunnett's multiple comparison two-sided test to wild type control. Error bars indicate mean $\pm$ SEM. Results from 20 animals for each genotype are shown. (b) Kaplan-Meier survival curves for animals of the indicated age and for the indicated genotypes. (c) P-values and adjusted FDR values as indicated using the Log-rank test.

Supplementary Figure 9

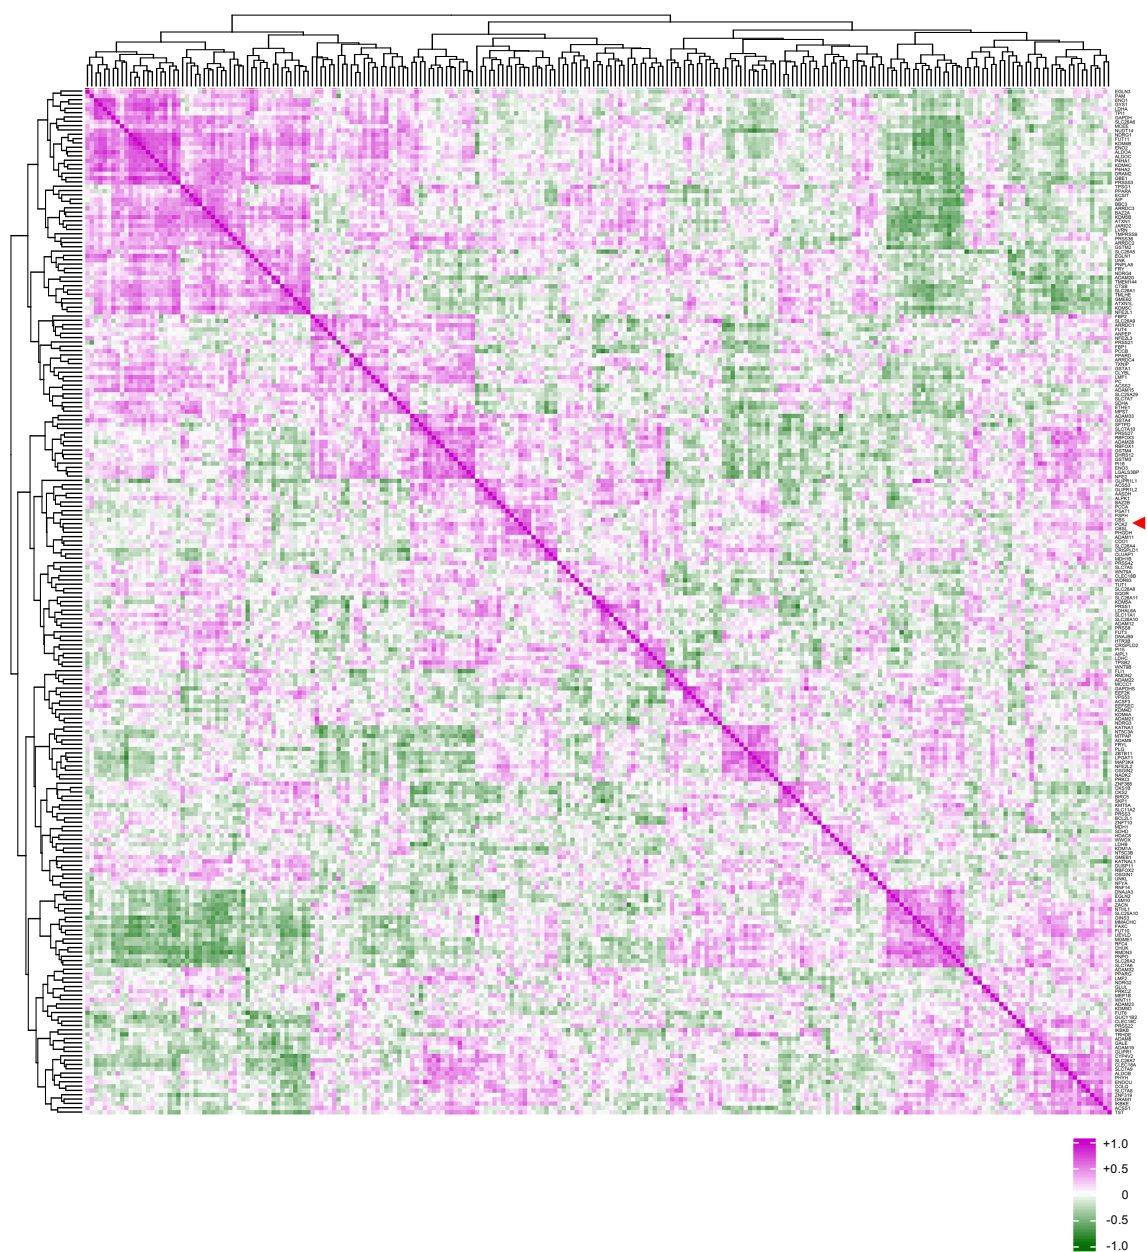

Supplementary Figure 9 Legend. Correlation of differential gene expression for human orthologs of HIF-1 direct targets.

Heat map of mRNA expression correlation across 32 independent experiments involving HIF1A activation. Correlation scores are mapped for individual pairs of human orthologs of the *C. elegans* HIF-1 direct targets identified in this study. Only genes showing expression in at least 15 experiments are shown. Genes (shown on both the X and Y axis) with similar patterns of expression correlation (indicated by magenta) with other genes are hierarchically clustered. Anti-correlation (indicated by green) is also shown. The red arrowhead points to PCK2, the *pck-1* ortholog.

# Supplementary material for: The hypoxia response pathway promotes PEP carboxykinase and gluconeogenesis in C. elegans
**Source:** Nat Commun. 2022 Oct 18;13:6168. doi: 10.1038/s41467-022-33849-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

DESCRIPTION OF ADDITIONAL SUPPLEMENTARY FILES

Title: The Hypoxia Response Pathway Promotes PEP Carboxykinase And Gluconeogenesis In *C. elegans*

Authors: Mehul Vora, Stephanie M. Pyontek, Tatiana Popovitchenko, Tarmie L. Matlack, Aparna Prashar, Nanci S. Kane, John Favate, Premal Shah, and Christopher Rongo

File Name: Supplementary Data 1

Description: All HIF-1 binding sites identified by ChIP-seq. Includes genome location information and signal value for each site.

File Name: Supplementary Data 2

Description: Differentially expressed genes regulated by HIF-1 and identified by RNA-seq. Includes individual worksheets for each of the 4 genotypic comparisons, as well as for both the upregulated and downregulated genes that lie in the intersection of all 4 of those comparisons. Each gene is represented with WormBase Gene ID, log2 fold change, P-value, and FDR (Benjamini-Hochberg used to adjust the P-values for multiple comparisons).

File Name: Supplementary Data 3

Description: Direct targets of HIF-1 identified by BETA analysis. Includes a worksheet containing the genomic location of each HIF-1 binding site shown by BETA to regulate a nearby gene (indicated by Refseq name), as well as the number of HIF-1 binding sites associated with that specific gene. Also includes a worksheet containing all the direct target genes regulated by one or more nearby HIF-1 binding sites, including the number of associated HIF-1 binding sites and the log2 fold change in expression in *egl-9(sa307)* mutants relative to wild type.

File Name: Supplementary Data 4

Description: Differential metabolite levels regulated by HIF-1 and identified by metabolomics analysis of *egl-9(sa307)* mutants relative to wild type. Includes a worksheet that explains the table terminology, a worksheet containing the raw count data (OrigScale), a worksheet containing rescaled data to set the median equal to 1 (ScaledImpData), a worksheet containing scaled data normalized to total protein per sample (ProNormImpData), and a worksheet containing log2 fold changes between genotypes for each metabolite, associated statistics, and heat map information for significant differences (Pathway Heat Map). The q-values represent FDR, with Benjamini-Hochberg used to adjust the P-values for multiple comparisons.

File Name: Supplementary Data 5

Description: Putative human orthologs of *C. elegans* HIF-1 direct target genes as identified by Ortholist. Each ortholog is represented by an Ensembl ID and HGNC symbol, as well as the WormBase ID, common name, and locus ID of the corresponding *C. elegans* gene.

File Name: Supplementary Data 6

Description: Primers used to analyze target gene expression by qRT-PCR. Forward and reverse sequence are shown, as well as the indicated target being measured.

# Supplementary material for: The hypoxia response pathway promotes PEP carboxykinase and gluconeogenesis in C. elegans
**Source:** Nat Commun. 2022 Oct 18;13:6168. doi: 10.1038/s41467-022-33849-x
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Microscope images were collected on a CCD camera and digitized using iVision software v4.1 (Biovision Technologies). ChIP-seq sequencing data was collected using an Illumina HiSeq2000/2500/4000. RNA-seq sequencing data was collected using an Illumina HiSeq2000/2500.
Data analysis	Simple calculations were done in MS Excel v16.64. TIFF files of images were analyzed using open source software (Fiji/ImageJ 2.1.0/1.53c). Quantitative RT-PCR data was analyzed using GraphPad Prism v9.3.0. ChIP-seq reads were aligned to the genome (WS245) using the Burrows-Wheeler Aligner. Peaks of reads were called using a custom SPP ChIP-seq processing pipeline standard for the modERN/ModENCODE public consortium. A broad outline of the modERN/ENCODE approach can be obtained here: https://www.encodeproject.org/pipelines/ENCL631XPY/ . Analysis tools can be obtained at GitHub: https://github.com/ENCODE-DCC/chip-seq-pipeline2/releases/tag/v1.3.5.1 . RNA-seq reads were mapped to the genome and counted using STAR 2.5.1a. Normalization and statistical analysis were performed using EdgeR. Metabolomics data was extracted and peak-identified using custom software (Metabolon). Statistical analysis was performed using R in ArrayStudio. Motif enrichment was performed with MEME-Chip . v5.4.1. Data for phenotypic analysis (e.g., survival assays, lifespan assays, egg retention assays, qRT-PCR measurements, individual animal fluorescence measurements) were analyzed using GraphPad Prism 9.3.0. Human transcriptomics meta-analysis was performed using R scripts ggpubR() and pheatmap(); The code used to generate these figures can be found at https://github.com/shahlab/hypoxia-multiomics . Specific statistical tests are indicated in the figure legends, including P values. All tests were two-sided unless otherwise indicated. Data normality was tested using Kolmogorov-Smirnov and adjusted for multiple comparisons as indicated in the figure legends.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data supporting the findings of this study are in publicly available repositories. ChIP-seq data sets are available at NIH/NCBI GEO through accession number GSE7173333. Files can be directly accessed at the web link <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE7173333>. The input file for OR3349 was GSM5266000, whereas the two replicates for OR3349 were GSM5266001 and GSM5266002. The input file for OR3350 was GSM5266003, whereas the two replicates for OR3350 were GSM5266004 and GSM5266005. BED files can be obtained and viewed using the UCSC browser at <https://tinyurl.com/4pxu6vvv>. Files for RNA-seq data sets are available at NIH/NCBI GEO through accession number GSE173581. Files can be directly accessed at the web link <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173581>. The files GSM5271168, GSM5271169, GSM5271176, and GSM5271177 contain data for four independent biological replicates for N2 wild-type nematodes. The files GSM5271170, GSM5271171, GSM5271178, and GSM5271179 contain data for four independent biological replicates for hif-1(ia4) mutant nematodes. The files GSM5271172, GSM5271173, GSM5271180, and GSM5271181 contain data for four independent biological replicates for egl-9(sa307) mutant nematodes. The files GSM5271174, GSM5271175, GSM5271182, and GSM5271183 contain data for four independent biological replicates for egl-9(sa307) hif-1(ia4) mutant nematodes. The files GSM5271184, GSM5271185, GSM5271186, and GSM5271187 contain data for four independent biological replicates for OR3350 nematodes. A broad outline of the modERN/ENCODE approach can be obtained here: <https://www.encodeproject.org/pipelines/ENCL631XPY/>. Analysis tools can be obtained at GitHub: <https://github.com/ENCODE-DCC/chip-seq-pipeline2/releases/tag/v1.3.5.1>. C. elegans ModENCODE datasets can be obtained at http://www.modencode.org/publications/worm_2010pubs/index.shtml. Other source data are provided online as a single Source Data with this paper.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Statistical power analysis was performed for sample size estimations using G*Power based on our own preliminary analysis of mutants at the beginning of the study (or from previous measurements of the mutants as published), where effect size compared to wild type has been large ($d=2.3-4.8$) depending on the phenotypic assay. With an $\alpha=0.5$ and power=0.95, and assuming a modest effect size ($d=0.8$), we estimated about 40 animals per genotype and condition. Replicate numbers for ChIP-seq, RNA-seq, and metabolomics were chosen based on standard deviation and effect size determined from our previous preliminary data, balanced with the cost of these assays.
Data exclusions	For lifespan assays, animals that showed defects due to aberrant vulval development or egg laying (e.g. bursting at the vulva, bagging, etc.) or desiccated on the side of the dish were censored at the time of their demise. Specific numbers of counted and censored animals are included in the lifespan figure. These are standard procedures for C. elegans lifespan assays, with criteria that were pre-established prior to the experiment.
Replication	Data for phenotypic analysis (e.g., survival assays, lifespan assays, egg retention assays, individual animal fluorescence measurements) were analyzed using at least 3-5 independent biological replicates, with typically 50 animals assayed per replicate. For data shown, all replicates behaved consistently and reproduced the same finding. QRT-PCR analysis was replicated 2-6 times depending on the specific experiment, with all replicates behaving consistently and reproducing the same finding. RNA-seq was analyzed with 4 biological replicates, all of which behaved consistently and reproduced the same finding. ChIP-seq was analyzed with 2 biological replicates, both of which behaved consistently and reproduced the same finding. Metabolomics was analyzed with 9 biological replicates, all of which behaved consistently and reproduced the same finding.
Randomization	Individual nematodes were sorted into groups to individual Petri dishes based on genotype (assayed by PCR or sequencing). Plates containing nematodes of a given genotype were then picked and exposed to treatment (if applicable) with first examining the animals at the microscopic level. Individual nematodes from each genotype and treatment were then picked randomly from these Petri plates.
Blinding	In all experiments, researchers were blinded to genotype or experimental treatment during the data collection and analysis. The egg laying defects for egl-9 mutants made blinding impossible for scoring egg laying (Sup Fig 1h, Sup Fig 8a), as these animals retain eggs, which is easily visible to any researcher doing the scoring and analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	A non-commercial anti-GFP antibody (the poly-clonal goat IgG anti-GFP described below) developed by Tony Hyman and Kevin White for the ModENCODE/modERN consortium was used for the ChIP-seq analysis. Since this antibody was not developed commercially, there is no supplier name, catalog number, clone name, or lot number.
Validation	This poly-clonal goat IgG anti-GFP antibody was validated by Western blot of immunoprecipitated material from transgenic animals expressing AMA-1::GFP: see reference Zhong, M. et al. Genome-wide identification of binding sites defines distinct functions for <i>Caenorhabditis elegans</i> PHA-4/FOXA in development and environmental response. PLoS Genet 6, e1000848, doi:10.1371/journal.pgen.1000848 (2010). Comparison were made to control immunoprecipitations using mouse and goat IgG, as well as comparisons to input to establish background. Similarity to native profiles were determined by comparing ChIP-seq datasets between GFP-tagged AMA-1 (Pol II) and the native protein precipitated by another antibody directly raised against native AMA-1, resulting in correlations of 0.93 and 0.95 for two biological replicates.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Laboratory strains of <i>C. elegans</i> , all of which are variants of the original N2 strain. Only hermaphrodites were examined, typically at the L4 stage, although some lifespan analysis was conducted on animals that ranged from embryo all the way to day 20 animals. Only hermaphrodites were analyzed.
Wild animals	No wild animals were used in the study.
Field-collected samples	No field collected samples were used in the study.
Ethics oversight	Not applicable for <i>C. elegans</i> nematodes.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links
May remain private before publication.

ChIP-seq files can be directly accessed at the web link <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173333>, using token `ajudwmgihrwxyf`.

Files in database submission

The ChIP-seq input file for OR3349 was GSM5266000, whereas the two replicates for OR3349 were GSM5266001 and GSM5266002. The ChIP-seq input file for OR3350 was GSM5266003, whereas the two replicates for OR3350 were GSM5266004 and GSM5266005.

Genome browser session
(e.g. [UCSC](#))

ChIP-seq BED files can be obtained and viewed using the UCSC browser at <https://tinyurl.com/4pxu6vvv>.

Methodology

Replicates

For ChIP-seq studies, two independent biological replicates were performed for each genotype. Only peaks that showed an irreproducibility discovery rate (IDR) of 0.1% between the two replicates were used to generate the final peak sets.

Sequencing depth	Sequencing was performed on the Illumina HiSeq 2500/4000, resulting in a range of 6.5-14.1 M single end, 50-bp reads for input and both replicates for OR3349 and OR3350.
Antibodies	A non-commercial anti-GFP antibody developed by Tony Hyman and Kevin White for the ModENCODE/modERN consortium was used for the ChIP-seq analysis. This poly-clonal goat IgG anti-GFP antibody was validated by Western blot of immunoprecipitated material from transgenic animals expressing AMA-1::GFP: see reference Zhong, M. et al. Genome-wide identification of binding sites defines distinct functions for <i>Caenorhabditis elegans</i> PHA-4/FOXA in development and environmental response. PLoS Genet 6, e1000848, doi:10.1371/journal.pgen.1000848 (2010). Comparison were made to control immunoprecipitations using mouse and goat IgG, as well as comparisons to input to establish background. Similarity to native profiles were determined by comparing ChIP-seq datasets between GFP-tagged AMA-1 (Pol II) and the native protein precipitated by another antibody directly raised against native AMA-1, resulting in correlations of 0.93 and 0.95 for two biological replicates.
Peak calling parameters	The Illumina sequencing data were aligned to the reference genome using the Burrows-Wheeler Aligner (BWA). Data were aligned to genome version WS245. A range of 40.4%-85% of reads aligned. Peak regions significantly enriched in aligned reads were called by the SPP ChIP-seq processing pipeline standard for modERN/ModENCODE. Peaks above an irreproducibility discovery rate (IDR) of 0.1% were used to generate final peak sets. Lowest enrichment values for OR3349 and OR3350 were 93.8 and 50.8, respectively. A broad outline of the modERN/ENCODE approach can be obtained here: https://www.encodeproject.org/pipelines/ENCPL631XPY/ . Analysis tools can be obtained at GitHub: https://github.com/ENCODE-DCC/chip-seq-pipeline2/releases/tag/v1.3.5.1 .
Data quality	Phred scores ranged from 32-38 out to at least 47 bases for all samples. Peaks above an irreproducibility discovery rate (IDR) of 0.1% were used to generate final peak sets. Lowest enrichment values for OR3349 and OR3350 were 93.8 and 50.8, respectively.
Software	Peak regions significantly enriched in aligned reads were called by the SPP ChIP-seq processing pipeline standard for modERN/ModENCODE. A broad outline of the modERN/ENCODE approach can be obtained here: https://www.encodeproject.org/pipelines/ENCPL631XPY/ . Analysis tools can be obtained at GitHub: https://github.com/ENCODE-DCC/chip-seq-pipeline2/releases/tag/v1.3.5.1 .

How the deposited data were processed for this re-analysis (not part of the article)

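RNA from whole L4-stage animals was sequenced for wild type, *egl-9(sa307)*, *egl-9(sa307); hif-1(ia4)*, strain OR3350 and *hif-1(ia4)*, with 4 libraries each. The comparisons used here hold the first 4 of these genotypes, 16 libraries in all. Genotypes were taken from the sample titles and the paper, and not from the values. The paper states 38 to 58 M reads per library and names 2 sequencing providers, without saying which library came from which, so a batch could not be examined.

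According to the paper, the authors aligned the reads to release WS245 and counted them per gene with STAR 2.5.1a. They fitted a generalized linear model in edgeR (version not given in the sources used here). The paper does not state how reads that overlap more than 1 gene were counted. The log2 fold changes in the deposited tables are the authors' edgeR estimates for 4 pairwise comparisons of genotypes. The p-values in the deposited tables come from the authors' likelihood ratio tests, and the FDR from their Benjamini-Hochberg adjustment over 27375 genes. The score in the deposited tables is the authors' likelihood ratio statistic with 1 degree of freedom. The mean log2 CPM of a gene is the same in all 4 tables, and the 4 log2 fold changes of each gene close to within 4.9e-08, as they do when the authors fit all libraries together. Recomputed from the p-values, the FDR gave the same calls, and 6 p-values are listed as 0.

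Genes were joined by their WormBase identifiers: 25024 of them had a symbol in the reference name table, 685 had no name, and 26866 were placed on WBcel235, the assembly of that release. Of the 216 direct targets listed by the authors, 213 were matched, and F57G4.9, flt-1 and T16A9.1 were not.

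Calls are the authors' FDR under 0.01. The intersection, the adjustment within first calls (LOA), the counts of peaks, the exact tests and the random lists were computed here in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The approximate standard error is the absolute log2 fold change over the square root of the likelihood ratio statistic. The differences *egl-9 hif-1* against wild type and OR3350 against *egl-9* were formed from the deposited log2 fold changes and tested with an approximate z test, with the mean squared standard error of the 4 comparisons, and adjusted over all genes. Peaks of HIF-1::GFP were assigned within 15 kb of gene starts. Peak number and fold change were tested with 100000 permutations, unchanged groups were simulated 50 times, and the random seed was 1.

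Gene lists were tested with cameraPR of limma 3.58.1 in R 4.3.3, on the signed square root of the likelihood ratio statistic and with an inter-gene correlation of 0.01, adjusted over 39 lists and 2 comparisons (78 tests). Random lists, 10000 per list, were matched on mean log2 CPM. The 39 lists are the specific steps of glycolysis, the shared steps of glycolysis and gluconeogenesis, the specific steps of gluconeogenesis, the TCA cycle, the glyoxylate cycle with malate and lactate, the pentose phosphate pathway, serine, cysteine and glutathione synthesis, catalases and superoxide dismutases, hydrogen sulfide and cyanide detoxification, oxidative phosphorylation, fatty acid beta-oxidation, fatty acid synthesis and desaturation, glutathione S-transferases, heat shock proteins, metallothioneins and cadmium response, iron handling, the hypoxia pathway, HIF-1 targets known from earlier work, collagen prolyl hydroxylation, collagens, cuticle and molting, sperm, germ line and oocyte, vitellogenins, neurons, muscle, intestine, innate immunity, cytochromes P450, UDP-glucuronosyltransferases, nuclear hormone receptors, F-box, MATH and BTB proteins, SKP1-related genes, chemoreceptors, histones, piRNA loci, cytosolic ribosomal proteins, insulin-like peptides and neuropeptides.

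Genes were named by a rule: the 10 largest rises and 10 largest falls between *egl-9* and wild type among genes called in all 4 comparisons with a mean log2 CPM of at least 1, every gene that the paper names for its RNA-seq, list members as examples, *pck-2*, *pck-3* and *myo-2*, and *hif-1*, *unc-119* and *egl-9* as checks of the genotypes. The rule, the lists and all but 4 of the alternatives were fixed before the deposited tables were examined. By then the paper's supplement had been seen, with values of the direct targets in *egl-9* against wild type and of some genes named by the rule. Genes named outside the rule are marked as chosen after their values were seen.

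The steps were tested on simulated tables of 27375 genes in which a known set of genes was changed. All changed genes had a mean log2 CPM of at least 0, so recovery at lower expression was not measured. The likelihood ratio was computed with the dispersion known, in place of the authors' fit. Simulated calls between *egl-9* and wild type numbered 140, against 5320 in the deposited table, so the simulated Benjamini-Hochberg cutoff was stricter. The recovered shares below therefore hold for the simulated tables only. At true folds of 1.5, 2 and 4, calls between *egl-9* and wild type recovered 37.3%, 77.6% and 93.9% with 1 false call, and the intersection of 4 recovered 22.4%, 74.6% and 92.4% with 0. LOA recovered 31.3%, 74.6% and 93.9% with 0 false calls. The difference *egl-9 hif-1* against wild type recovered 34.3%, 71.6% and 92.4% with 5 false calls, and OR3350 against *egl-9* recovered 38.8%, 73.1% and 89.4% with 7. Of 13835 unchanged genes with a mean log2 CPM of at least 0, 5.32% and 4.87% had a p under 0.05. A list shifted 1.5-fold had a cameraPR adjusted p of 2.3e-144 and 1.05e-126 in the 2 comparisons, and 1 other list, which shares members with it, passed as well. Of unrelated draws, 5.5% had a permutation p under 0.05.

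Alternatives were FDR thresholds of 0.05 and 0.001, a log2 fold change of at least 1, a mean log2 CPM of at least 0, each comparison left out, the order of tests in LOA, other peak windows, other list statistics and other backgrounds. The 4 alternatives chosen after seeing the data are Pearson's r with sites as listed, peaks near genes with a mean log2 CPM of at least 0 or near protein-coding genes only, and simulated controls at a mean log2 CPM of at least 0. Values per library, the *hif-1(ia4)* libraries and the ChIP-seq reads were not used here.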

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

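Of the tests below, those of genes beyond both *egl-9* and *egl-9 hif-1* in OR3350 and of the X chromosome were chosen only after the result was seen. The difference between OR3350 and *egl-9* was tested for each direct target, and 25 of 213 were lower in OR3350 while 2 were higher, a difference between groups. Signals in data that the paper did not analyse are 1993 genes that differ between *egl-9 hif-1* and wild type and 966 genes that differ between OR3350 and *egl-9*. Also in data not discussed in the paper, counts at 16 piRNA loci and of 6 SKP1-related genes rose in all 4 comparisons. Between *egl-9 hif-1* and wild type, 12 cuticle and molting genes rose, and 23 cytochrome P450 genes rose and 5 fell. The vitellogenins, genes of yolk proteins, had a median log2 fold change of -2.53 between *egl-9* and wild type.

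Among the direct targets are 6 piRNA loci. All 6 lie inside or within 1 kb of a gene of another class that rose in all 4 comparisons: 4 in *sqrd-1*, 1 in *egl-9* and 1 in *phy-2*. Of 1966 other piRNA loci, 3.00% lie as close to such a gene (Fisher's exact test, two-sided, p = 1.0e-09), but the 6 lie in 3 genes and were chosen by the authors for a peak nearby, so this test does not decide on chance placement. The other 10 piRNA loci that rose in all 4 lie in or within 1 kb of *Y37A1B.5*, singled out after its values were seen. Reads of the gene at the same place may account for the piRNA signal, and no biological explanation was tested.

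Between *egl-9 hif-1* and wild type, 1316 genes were higher and 677 lower, although HIF-1 is absent from one and held low in the other. Of the 4 stage lists, 3 differed (cuticle and molting, cameraPR adjusted p = 5.65e-18; sperm, adjusted p = 1.0e-05; germ line and oocyte, adjusted p = 0.043), so a difference in stage between the cultures may contribute. With the log2 fold change as the test statistic, the calls `major sperm proteins and sperm, egl-9 hif-1 vs wild type` (adjusted p = 0.0904) and `germ line and oocyte, egl-9 hif-1 vs wild type` (adjusted p = 0.592) ended. The second also ended at an inter-gene correlation of 0.05 (adjusted p = 0.138) and at a mean log2 CPM of at least 0 (adjusted p = 0.164). Linked strain background that acts on genes near it is unlikely as the whole cause, since 7.63% of the called genes lie within 2 Mb of *egl-9* or *hif-1*, against 7.12% of all genes. Linked background that acts on genes elsewhere cannot be judged from this share. An effect of *egl-9* that does not need *hif-1* could not be tested, because 0 of the comparisons used here hold the *hif-1(ia4)* libraries.

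Between OR3350 and *egl-9*, 393 genes were higher and 573 lower, and the 12.7% of them called in all 4 comparisons decides nothing on HIF-1 activity, because 324 were called in both *egl-9* comparisons but not in all 4. Lower HIF-1 activity from the transgene remains open for part of them: among genes that rose in all 4, 72 were lower in OR3350 and 3 higher, and, less clearly, among the 387 that fell in all 4, 28 were higher and 20 lower (slopes through 0 of 0.872 and 0.892), which goes with it, whereas only 37.0% of the 387 had a smaller change than in *egl-9*, which goes against it. Against both *egl-9* and *egl-9 hif-1*, 336 genes (34.8%) were called in the same direction in OR3350. An activity between those of the 2 strains would not give this, if genes respond to HIF-1 in 1 direction. These genes were picked for lying beyond both strains, however, and both comparisons share the OR3350 libraries. The number to be had without a change was not simulated for this pair, so no conclusion on the cause is drawn. The paper places the transgene on the X chromosome, which holds 12.6% of the genes that differ between OR3350 and *egl-9*, against 14.6% of all genes. Effects on genes of that chromosome are thus unlikely as the whole cause. Effects of the transgene or its place on genes elsewhere cannot be judged from this share. Strain background linked to another region remains open, with 32.0% on chromosome V against 23.1% of all genes. Among the stage lists, sperm was lower in OR3350 than in *egl-9* (median -0.21, cameraPR adjusted p = 0.0060), with 1 gene called higher and 0 lower. Cuticle and molting (adjusted p = 0.721), collagens (0.113) and germ line and oocyte (0.186) did not pass. A difference in stage was thus not excluded.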

How the results depend on the processing

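No paired analysis was possible because no values per library were used here; for the same reason leaving out single libraries, DESeq2 size factors, other splits of the samples and an estimated inter-gene correlation were not run. Of results that passed in the main test, none turned its direction. Of those that did not, `glutathione S-transferases, egl-9 vs egl-9 hif-1` went from up to down against random lists (adjusted p = 0.0228), and direct targets in chemoreceptors and in piRNA loci from more to fewer against all genes (adjusted p = 0.0414 each); the cause was not tested. Of the list results under alternatives, 459 stayed on their side of the threshold (31 of them turned direction without passing), 15 became stronger and 67 weaker; of single named genes, 237 stayed the same and 3 became stronger (*aha-1*, *hxk-1* and *pck-2* in 1 comparison each, at a mean log2 CPM of at least 0). Calls at small folds may be incomplete: 37.3% of simulated 1.5-fold changes, all in genes with a mean log2 CPM of at least 0, were recovered in *egl-9* against wild type. The simulated table gave 140 calls, against 5320 in the deposited table, so its Benjamini-Hochberg cutoff was stricter. The share recovered in the deposited table was therefore not measured. The part of depth in the incomplete recovery was not tested. For the counts below, the threshold itself changes the number of genes.

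At an FDR under 0.05, counts were 2455 up and 1928 down in *egl-9* against *egl-9 hif-1*, 2157 up in OR3350 against wild type, 2495 up in OR3350 against *egl-9 hif-1*, and 817 up and 704 down in all 4. LOA then held 2278 up and 2333 down in combination 1, 1690 and 1310 in combination 2, and 978 and 822 in both.

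At an FDR under 0.001, counts were 1748 down in *egl-9* against wild type, 933 up and 698 down in *egl-9* against *egl-9 hif-1*, 845 up in OR3350 against wild type, 833 up and 1076 down in OR3350 against *egl-9 hif-1*, and 323 up and 198 down in all 4. LOA held 922 up and 903 down, 580 and 422, and 379 and 232, in the same order.

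With a log2 fold change of at least 1 as well, counts were 1623 up and 1024 down in *egl-9* against wild type, 826 and 550 in *egl-9* against *egl-9 hif-1*, 683 down in OR3350 against wild type, 649 up and 715 down in OR3350 against *egl-9 hif-1*, and 314 up and 135 down in all 4. LOA held 931 up and 346 down, 507 and 309, and 347 and 153. Of the direct targets, 123, 134, 102 and 108 were then up in the 4 comparisons and 87 in all 4. Without *egl-9* against *egl-9 hif-1*, 673 genes were down in the remaining 3.

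For list tests and odds ratios the cause was not tested. With the log2 fold change as the test statistic, adjusted p was 0.230 (catalases and superoxide dismutases), 0.230 (shared steps of glycolysis), 0.434 (gluconeogenesis) and 0.776 (glyoxylate) in *egl-9* against wild type, and 0.575 (catalases and superoxide dismutases) and 0.290 (glyoxylate) against *egl-9 hif-1*. At a mean log2 CPM of at least 0, glyoxylate had adjusted p = 0.101 in *egl-9* against wild type. Against random lists, adjusted p was 0.407 (gluconeogenesis), 0.0604 (glyoxylate) and 0.0168 (beta-oxidation, stronger) in *egl-9* against wild type, and 0.0997 (catalases and superoxide dismutases) and 0.0604 (gluconeogenesis) against *egl-9 hif-1*. Direct targets in lists, tested against all genes and then against genes at a mean log2 CPM of at least 0 instead of genes up in all 4, had exact adjusted p = 9.8e-12 and 2.9e-10 (shared steps), 0.00331 and 0.00869 (gluconeogenesis), 0.00787 and 0.0309 (TCA cycle), and 0.00233 and 0.00613 (glyoxylate). The odds ratio of a peak near genes down in all 4 was 0.303 within 2 kb, and 0.677 at a mean log2 CPM of at least 0, a test chosen after seeing the data.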

Differences from the paper's values

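The paper gives 360 binding sites for its direct targets. Of the 360 listed pairs of peak and gene, 8 are repeats, which leaves 352 distinct pairs. These hold 205 distinct peaks, because neighbouring genes share peaks. Of the alternatives set before the deposited tables were examined, counting sites as listed gives 360 and does not differ. For *tpi-1* in *egl-9* against wild type, the paper's Source Data for Fig. 3b hold 0 and the deposited table a log2 fold change of 0.95, which Supplementary Data 3 also gives. For *pdhb-1*, the Source Data for Fig. 3c hold 0 and the deposited table -0.52. None of the alternatives changes the deposited log2 fold change of these 2 genes, and 24 of 26 enzymes compared in Fig. 3b to e are equal to 5 decimals. These 26 were called in *egl-9* against wild type and lie below the log2 fold change above which Fig. 3 prints values. The printed values were not compared.

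The paper states that every direct target was upregulated; this holds for all 213 in *egl-9* against wild type, whereas *F21C10.10*, singled out after its values were seen, was at -0.76 in *egl-9* against *egl-9 hif-1*. The paper states that catalases and superoxide dismutases rose; 6 of 8 were called up in *egl-9* against wild type, 2 in *egl-9* against *egl-9 hif-1*, 1 in OR3350 against wild type and 0 in OR3350 against *egl-9 hif-1*. The paper describes the whole pathway of hydrogen sulfide and cyanide detoxification as raised; of 11 genes listed here, 6 rose in all 4 comparisons (*cysl-1*, *cysl-2*, *sqrd-1*, *ethe-1*, *mpst-2* and *mpst-3*), *mpst-7* rose in *egl-9* against wild type (1.03), *suox-1* and *mpst-1* were not called in *egl-9* against wild type, and *mpst-4* was at -0.78.

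Fig. 3b marks *hxk-1* as a direct target; the list of direct targets holds *hxk-3*, under the name *Y77E11A.1*, and not *hxk-1*. The paper takes *myo-2* as a transcript that does not vary between its genotypes; it was at -1.34 in *egl-9* and -0.75 in OR3350, both against wild type, and not called against *egl-9 hif-1*. The paper reports enrichment of fatty acid beta-oxidation among direct targets; 0 of the 42 genes on the list used here, which is not the paper's annotation, are direct targets.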

Other observations

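Of the tests in this part, those on the mitochondrial genome were chosen only after the result was seen. Some genes of iron handling differed from wild type in both *egl-9* and *egl-9 hif-1*. The ferritin gene *ftn-1* was higher by 6.75 on the log2 scale in *egl-9* than in wild type in the authors' deposited table (FDR 1.0e-66) and by 1.14 against *egl-9 hif-1* (FDR 0.0020), and *ftn-2* by 1.83 and 0.09. Between *egl-9 hif-1* and wild type, the difference computed here was 5.60 for *ftn-1* and 1.73 for *ftn-2*. The iron transporter gene *smf-3* was at -4.41 and -0.42 in the same tables. Of 5 iron genes, 3 rose and 1 fell against wild type, also when adjusted over the list alone (cameraPR adjusted p = 0.022), and 2 rose against *egl-9 hif-1* (adjusted p = 0.155). For iron handling the call against wild type ended with the log2 fold change as the test statistic (adjusted p = 0.247), at a mean log2 CPM of at least 0 (adjusted p = 0.0560) and against random lists (adjusted p = 0.0604). Of 13 genes of cuticle and molting, 12 rose in *egl-9* against wild type, also when adjusted over the list alone (median 2.47, adjusted p = 7.4e-08), and 0 against *egl-9 hif-1* (adjusted p = 0.861). Of 43 histone genes, 21 rose and 1 fell against wild type (22 and 1 when adjusted over the list alone, cameraPR adjusted p = 6.4e-07). Against *egl-9 hif-1*, 1 histone gene rose (adjusted p = 0.053). Of the 43, 16 had a mean log2 CPM of at least 0. The libraries were poly(A)-selected, and how well they capture histone transcripts was not examined. The metallothionein gene *mtl-1* rose by 8.08 against wild type and 5.59 against *egl-9 hif-1* in the authors' deposited table.

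Genes of yolk, sperm and detoxification also differed. Of 6 vitellogenins, 4 fell in *egl-9* against wild type (5 when adjusted over the list alone; adjusted p = 0.0016) and 0 against *egl-9 hif-1* (adjusted p = 0.523). Of 75 sperm genes, 19 fell against wild type (23 when adjusted over the list alone; adjusted p = 1.2e-05) and 4 against *egl-9 hif-1* (adjusted p = 0.161). Of 74 cytochrome P450 genes, 20 rose and 7 fell against wild type (21 and 9 when adjusted over the list alone; adjusted p = 3.0e-04), and 8 rose and 8 fell against *egl-9 hif-1* (adjusted p = 0.548). Of 67 UDP-glucuronosyltransferase genes, 16 rose and 21 fell against wild type (18 and 23 over the list alone; adjusted p = 0.416), and 4 rose and 22 fell against *egl-9 hif-1* (4 and 27 over the list alone; adjusted p = 7.3e-07). Of 19 SKP1-related genes, 9 rose against wild type (10 over the list alone; adjusted p = 0.0070) and 6 against *egl-9 hif-1* (adjusted p = 0.0031); at a mean log2 CPM of at least 0 the adjusted p was 0.632 and 0.974. Among the SKP1-related genes, *skr-7* rose by 4.27 and *skr-14* by 4.36 against wild type in the authors' deposited table.

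Genes of the hypoxia pathway and of collagen modification rose against both controls. Of 7 hypoxia pathway genes, 4 rose against wild type (adjusted p = 1.6e-14) and 5 against *egl-9 hif-1* (adjusted p = 5.65e-33), the same over the list alone. The list includes *hif-1*, which carries a deletion in *egl-9 hif-1*, so its rise against that strain follows from the genotype and enters the second test. Of 5 genes of collagen prolyl hydroxylation, 4 rose against wild type (4 up and 1 down over the list alone; adjusted p = 6.7e-09) and 3 against *egl-9 hif-1* (adjusted p = 3.8e-08). Of 8 genes of metallothioneins and cadmium response, 2 rose and 1 fell in each comparison (3 and 1 over the list alone against *egl-9 hif-1*), with adjusted p = 0.065 and 0.020 and with a median of -0.08 against wild type beside a positive test; the call against *egl-9 hif-1* ended by log2 fold change (adjusted p = 0.271) and random lists (adjusted p = 0.908). Of 17 germ line and oocyte genes, 2 rose and 1 fell against wild type (0 and 1 over the list alone; adjusted p = 0.523), and 5 rose and 1 fell against *egl-9 hif-1* (10 and 1 over the list alone; adjusted p = 0.015). The call `germ line and oocyte, egl-9 vs egl-9 hif-1` ended by log2 fold change (adjusted p = 0.0949), at an inter-gene correlation of 0.05 (adjusted p = 0.0638) and at a mean log2 CPM of at least 0 (adjusted p = 0.0753).

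The remaining lists passed in neither comparison in the main test (adjusted p in *egl-9* against wild type and against *egl-9 hif-1*): oxidative phosphorylation 0.987 and 0.179, fatty acid synthesis and desaturation 0.218 and 0.566, glutathione S-transferases 0.505 and 0.881, heat shock proteins 0.713 and 0.970, collagens 0.523 and 0.065, neurons 0.146 and 0.257, intestine 0.200 and 0.713, innate immunity 0.482 and 0.562, and nuclear hormone receptors 0.680 and 0.233. The others were F-box, MATH and BTB proteins 0.228 and 0.103, chemoreceptors 0.879 and 0.849, piRNA loci 0.684 and 0.891, cytosolic ribosomal proteins 0.161 and 0.0746, insulin-like peptides 0.713 and 0.523, and neuropeptides 0.970 and 0.0746. Innate immunity had 56 genes up and 63 down against wild type (59 and 67 over the list alone), with the C-type lectin gene *clec-60* higher by 5.05 in the authors' deposited table. cameraPR asks for a common direction, so a list that moves both ways may not pass. By Fisher's exact test, two-sided and unadjusted, innate immunity held more called genes than other genes did (odds ratio 3.02, p = 5.3e-18, against wild type). Against *egl-9 hif-1* the exact test gave 3.82 (p = 8.6e-20) for innate immunity and 4.35 (p = 2.4e-05) for glutathione S-transferases. Chemoreceptors held fewer (0.215, exact p = 2.0e-46, against wild type). The cameraPR test was positive beside a negative median for glutathione S-transferases in both comparisons, for heat shock proteins and innate immunity against *egl-9 hif-1*, and for neuropeptides against wild type.

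Some lists passed only under an alternative. Against random lists, `F-box, MATH and BTB proteins, egl-9 vs wild type` and `F-box, MATH and BTB proteins, egl-9 vs egl-9 hif-1` were up (adjusted p = 9.18e-04 each), as they were by log2 fold change (adjusted p = 0.00902 and 0.00130), but not at a mean log2 CPM of at least 0 (adjusted p = 0.986 and 0.941). Also against random lists, `histones, egl-9 vs egl-9 hif-1` (adjusted p = 9.18e-04), `iron handling, egl-9 vs egl-9 hif-1` (adjusted p = 0.0237) and `germ line and oocyte, egl-9 vs wild type` (adjusted p = 0.00410) were up. Down against random lists were `collagens, egl-9 vs egl-9 hif-1` (adjusted p = 9.18e-04), `cytochromes P450, egl-9 vs egl-9 hif-1` (adjusted p = 0.00468), `vitellogenins, egl-9 vs egl-9 hif-1` (adjusted p = 0.00845), `glutathione S-transferases, egl-9 vs egl-9 hif-1` (adjusted p = 0.0228), `UDP-glucuronosyltransferases, egl-9 vs wild type` (adjusted p = 0.0372) and `cytosolic ribosomal proteins, egl-9 vs egl-9 hif-1` (adjusted p = 0.0406).

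Of 12 protein-coding genes of the mitochondrial genome, a set chosen after the values were seen, 8 were lower in *egl-9* than in wild type (median -0.90), 0 differed against *egl-9 hif-1* (median -0.01), and 7 were higher in OR3350 than in *egl-9 hif-1* (median 0.84). Between OR3350 and *egl-9*, 8 were higher (median 0.79). Libraries were poly(A)-selected, and the cause was not tested.

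A hypothesis tested here is that genes that fell in all 4 comparisons are repressed by HIF-1 bound near them. Their odds ratio for a peak within 15 kb was 0.861 against uncalled genes, so binding within that distance is unlikely to account for most of them. Distal or indirect effects were not tested.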
